# HRPK-1, a conserved KH-domain protein, modulates microRNA activity during *Caenorhabditis elegans* development

**DOI:** 10.1371/journal.pgen.1008067

**Published:** 2019-10-04

**Authors:** Li Li, Isana Veksler-Lublinsky, Anna Zinovyeva

## Abstract

microRNAs (miRNAs) are potent regulators of gene expression that function in diverse developmental and physiological processes. Argonaute proteins loaded with miRNAs form the miRNA Induced Silencing Complexes (miRISCs) that repress gene expression at the post-transcriptional level. miRISCs target genes through partial sequence complementarity between the miRNA and the target mRNA’s 3’ UTR. In addition to being targeted by miRNAs, these mRNAs are also extensively regulated by RNA-binding proteins (RBPs) through RNA processing, transport, stability, and translation regulation. While the degree to which RBPs and miRISCs interact to regulate gene expression is likely extensive, we have only begun to unravel the mechanisms of this functional cooperation. An RNAi-based screen of putative ALG-1 Argonaute interactors has identified a role for a conserved RNA binding protein, HRPK-1, in modulating miRNA activity during *C*. *elegans* development. Here, we report the physical and genetic interaction between HRPK-1 and ALG-1/miRNAs. Specifically, we report the genetic and molecular characterizations of *hrpk-1* and its role in *C*. *elegans* development and miRNA-mediated target repression. We show that loss of *hrpk-1* causes numerous developmental defects and enhances the mutant phenotypes associated with reduction of miRNA activity, including those of *lsy-6*, *mir-35*-family, and *let-7*-family miRNAs. In addition to *hrpk-1* genetic interaction with these miRNA families, *hrpk-1* is required for efficient regulation of *lsy-6* target *cog-1*. We report that *hrpk-1* plays a role in processing of some but not all miRNAs and is not required for ALG-1/AIN-1 miRISC assembly. We suggest that HRPK-1 may functionally interact with miRNAs by both affecting miRNA processing and by enhancing miRNA/miRISC gene regulatory activity and present models for its activity.

## Author summary

microRNAs are small non-coding RNAs that regulate gene expression at the post-transcriptional level. The core microRNA Induced Silencing Complex (miRISC), composed of Argonaute, mature microRNA, and GW182 protein effector, assembles on the target messenger RNA and inhibits translation or leads to messenger RNA degradation. RNA binding proteins interface with miRNA pathways on multiple levels to coordinate gene expression regulation. Here, we report identification and characterization of HRPK-1, a conserved RNA binding protein, as a physical and functional interactor of miRNAs. We confirm the physical interaction between HRPK-1, an hnRNPK homolog, and Argonaute ALG-1. We report characterizations of *hrpk-1* role in development and its functional interactions with multiple miRNA families. We suggest that HRPK-1 promotes miRNA activity on multiple levels in part by contributing to miRNA processing and by coordinating with miRISC at the level of target RNAs. This work contributes to our understanding of how RNA binding proteins and auxiliary miRNA cofactors may interface with miRNA pathways to modulate miRNA gene regulatory activity.

## Introduction

Robust regulation of gene expression is essential for normal development and cellular homeostasis. microRNAs (miRNAs), small non-coding RNAs ~22nt in length, negatively regulate gene expression at the post-transcriptional level. miRNAs can act as developmental switches or can fine tune the expression of the target genes (for review, see [1], [2]). Processed miRNAs are loaded into their main protein cofactor, Argonaute (AGO), which then associates with members of the GW182 family of proteins, forming the microRNA Induced Silencing Complex (miRISC). Mature miRISCs bind to the target messenger RNAs (mRNAs) and repress their translation and/or destabilize the target mRNA [3], [4].

RNA binding proteins (RBPs) make up another class of post-transcriptional gene regulators. RBPs can affect miRNA gene-repressive activity in a variety of ways, including through miRNA processing [5] and mRNA co-targeting through mRNA processing, transport, localization, stability/degradation and mRNA translation regulation. A given mRNA bound by miRISC also serves as a platform for binding of additional RNA-interacting factors, and a few have been shown to associate with core miRISC and modulate its activity [6], [7], [8]. For example, NHL-2 and CGH-1 physically interact with miRISC and enhance the repression of miRNA target genes [7], a process regulated by casein kinase II [9]. Furthermore, many genes, including RNA binding proteins (RBPs), have been identified as genetic interactors of the *let-7* family of miRNAs [10], [11], [12], [13]. It remains unclear how many of them function as direct modulators of miRISC activity. Complementary to these approaches, we have previously sought to identify physical interactors of ALG-1, a miRNA-specific *C*. *elegans* Argonaute [14], hypothesizing that proteins that co-precipitate with ALG-1 include factors that modulate miRNA-induced gene repression. An RNAi-based screen of the putative ALG-1 co-factors has identified HRPK-1, a conserved homolog of human heterogeneous nuclear ribonucleoprotein K (hnRNPK), as a novel miRNA interactor that modulates activity of several miRNAs.

Heterogeneous nuclear ribonucleoproteins (hnRNPs) form a large family of nucleic acid binding proteins with diverse functions in a wide range of cellular processes, including transcription, RNA processing, RNA transport, RNA stability, and translational repression [15]. They possess multiple domains and are thought to form modular complexes, increasing the diversity of the RNA/protein interactions [16]. Several hnRNPs have recently emerged as having roles in miRNA-mediated gene regulation [15]. Some are implicated in biogenesis of specific miRNAs [17], while others, such as hnRNP Q, appear to hinder miRNA activity by competing with key molecular effectors of miRISC [18]. KH domain proteins are a subclass of hnRNPs with similarly diverse functions [15]. These proteins contain the KH nucleic acid binding motifs, which were originally identified in hnRNPK, with KH domain named for K homology [19]. KH domains are evolutionary conserved and are found in approximately 40 human genes and 27 *C*. *elegans* genes. These nucleic acid binding motifs are 70 amino acids in size and can be present as a single domain or in multiple copies within a given protein [20], [19]. For example, Vigilin, a ribosome associated protein, contains 14 KH domains [21], [22]. It is thought that each KH domain can act as an independent binding module [23], although it is not currently clear if that holds true for all KH-containing proteins. Interestingly, a *C*. *elegans* homolog of the Vigilin gene, *vgln-1*, has been recently shown to cooperate with miRNAs to regulate gene expression [24].

Recent studies have implicated the human hnRNPK in miRNA-mediated gene repression. One study reports that hnRNPK may compete with multiple miRNAs for 3’UTR binding of their target gene, *PLK1* [25]. Such target binding competition puts hnRNPK in a role of a negative regulator of miRNA activity [25]. Other studies have placed hnRNPK in close physical proximity to miRNAs themselves, observing hnRNPK binding to miR-122 miRNA directly and potentially regulating its stability [26] or binding near miR-122 target sites on target mRNAs [27]. The functional significance of these interactions has not yet been described. In *C*. *elegans*, two KH domain-containing proteins, GLD-1 and VGLN-1 have been shown to genetically and/or physically interact with miRNA machinery [28] and [24], respectively. The mechanism through which GLD-1 and VGLN-1 functionally interact with the miRNA pathways remains unclear.

We have previously identified HRPK-1(F26B1.2), an hnRNPK homolog, in ALG-1 Argonaute immunoprecipitates as a putative ALG-1 physical interactor [14]. Here, we report the characterization of *hrpk-1* as a functional miRNA interactor that modulates activity of several miRNAs. Loss of *hrpk-1* results in a number of developmental defects, including sterility, embryonic lethality, vulval bursting, loss of alae, and abnormal gonad formation. Genetic loss of HRPK-1 enhances miRNA reduction-of-function phenotypes, consistent with HRPK-1 functional requirement for wild type miRNA activity. We report that HRPK-1 is ubiquitously expressed throughout *C*. *elegans* development and localizes to both nuclei and cytoplasm in some tissues, while remaining strongly nuclear in others. We confirm that HRPK-1 and ALG-1 co-precipitate. Finally, we find that *hrpk-1* may play a role in biogenesis of select miRNAs by promoting processing of some and inhibiting processing of others. HRPK-1 is not needed for ALG-1/AIN-1 miRISC assembly, suggesting that HRPK-1 may also functions at the level of miRNA target repression, especially in case of miRNAs whose processing does not depend on HRPK-1 activity.

Our data suggest that HRPK-1 may regulate miRNA activity by interacting with miRNA-associated protein complexes and modulating the efficacy of both mature miRNA processing and miRNA activity on target mRNAs. This furthers our understanding of how miRNAs may be regulated by or function in concert with RNA binding proteins and therefore integrate distinct developmental and physiological signals with miRNA-mediated gene repression.

## Results

To identify and characterize potential physical and functional interactions of HRPK-1 with miRISC components, we first generated a null allele in *hrpk-1*. A previously existing deletion allele of *hrpk-1*, *hprk-1(tm5522)*, causes an in-frame deletion within the *hrpk-1* gene, resulting in production of a truncated HRPK-1 protein (Fig 1A–1C). Using CRISPR/Cas9-based genome editing, we generated two independent null alleles of *hrpk-1*, *hrpk-1(zen15)* and *hrpk-1(zen17)* (Fig 1A–1C). Both alleles nearly completely or completely delete the *hrpk-1* locus (Fig 1A) and produce no HRPK-1 protein (Fig 1B and 1C). Since both null alleles produce a similar loss-of function phenotype (S1 Fig), we have designated the larger deletion, *hrpk-1(zen17)*, as the reference null allele for *hrpk-1* and used it in subsequent analyses.

**Fig 1:**
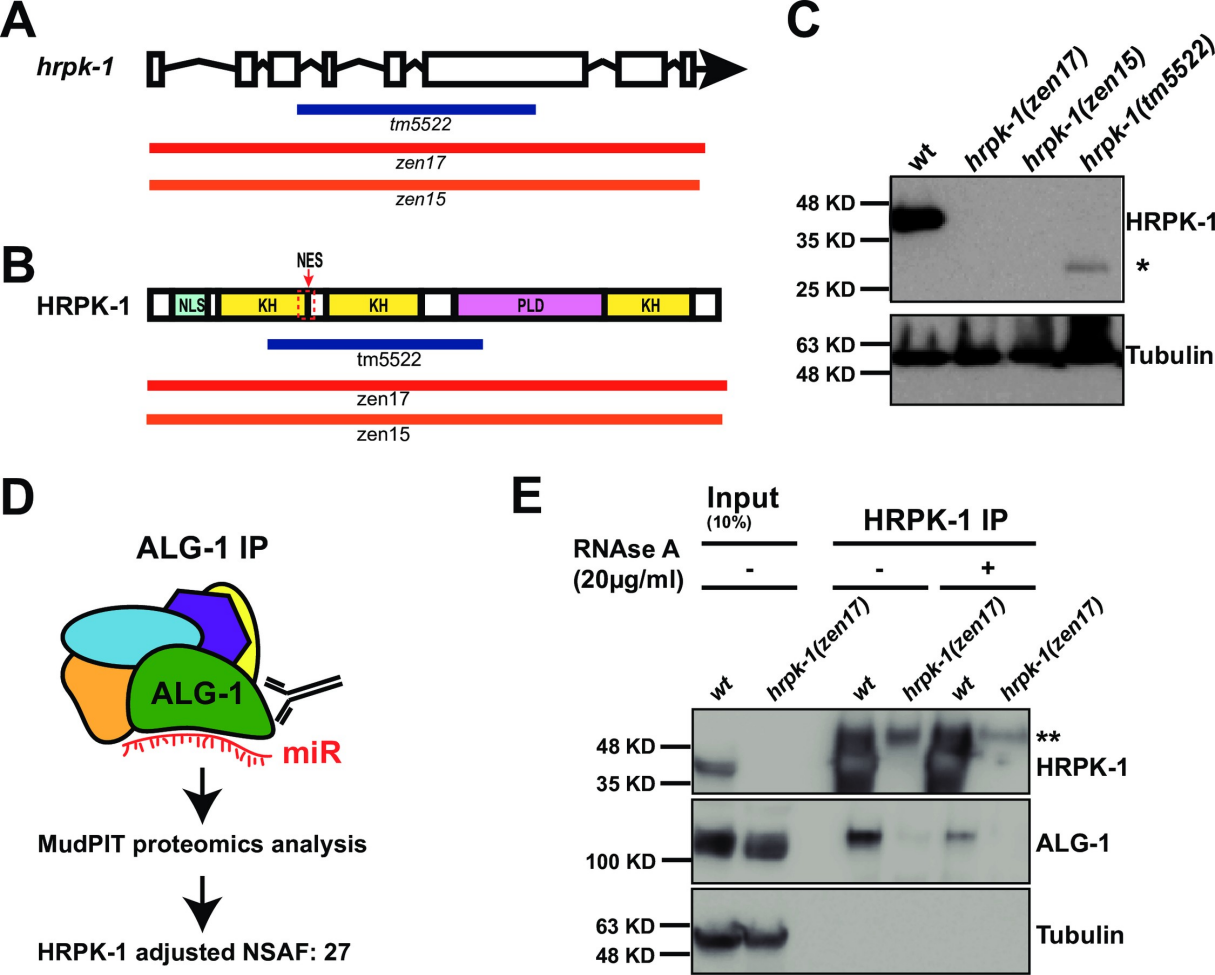
Multiple *hrpk-1* alleles produce deletions within the *hrpk-1* locus; ALG-1 co-precipitates with HRPK-1. (**A**) A schematic showing the predicted exon/intron structure of *hrpk-1* gene. *hrpk-1* alleles *tm5522*, *zen17*, and *zen15* delete parts or all of *hrpk-1*. (**B**) The *hrpk-1(tm5522)* allele is predicted to produce a truncated form of HRPK-1 protein, removing half of the first KH domain, second KH domain, and part of the PLD domain. NLS—predicted nuclear localization signal, KH—KH domain, NES—predicted nuclear export signal, PLD—prion like domain. (**C**) Western blotting for HRPK-1 protein detects the HRPK-1(tm5522) truncated protein at ~27kDA (highlighted by *). No protein is detected from the *hrpk-1(zen17)* and *hrpk-1(zen15)* null animals. Tubulin is detected as a loading control. (**D**) HRPK-1 was identified by MudPIT mass spectrometry in ALG-1 co-precipitates [14]. NSAF = normalized spectral abundance factor. (**E**) Western blotting for HRPK-1 and ALG-1 proteins in the HRPK-1 immunoprecipitates treated and untreated with RNAse A. Tubulin is detected as a loading control for input. Input = 10% of IP. **this non-specific band is most likely antibody heavy chain.

### ALG-1 argonaute and HRPK-1 co-immunoprecipitate in a partially RNA dependent manner

We have previously identified HRPK-1(F26B1.2) by immunoprecipitating *C*. *elegans* miRNA-specific Argonaute ALG-1 and analyzing the co-purified protein complexes by MudPIT proteomics [14], (Fig 1D). To confirm this physical interaction, we performed the reciprocal IP using antisera generated against HRPK-1 and probed for the presence of ALG-1. We found that HRPK-1 IP co-precipitates ~2–3% of ALG-1 (Fig 1E), consistent with HRPK-1 interaction with miRNA-associated machinery.

To address the possibility of a spurious interaction due to the abundant nature of hnRNP proteins, we tested the ability of ALG-1 to co-precipitate another abundant hnRNP protein and hnRNPA1 homolog, HRP-1. We found that HRP-1 fails to precipitate with ALG-1 despite its abundance (S2 Fig), suggesting that ALG-1/HRPK-1 interaction is specific.

To determine whether HRPK-1/ALG-1 co-immunoprecipitation is RNA dependent, we performed the HRPK-1 IP in the presence of RNAse A (20μg/ml). Interestingly, incubation of lysates with RNAse A prior to and during HRPK-1 IP reduces but does not abolish ALG-1 co-precipitation with HRPK-1 (Fig 1E). This result suggests that while the ALG-1/HRPK-1 binding may in part depend on RNA, the two proteins may also be interacting directly, rendering the observed interaction partially RNAse A resistant (Fig 1E). ALG-1/HRPK-1 interaction may be strengthened through RNA-protein association, but at this point we cannot rule out the possibility that HRPK-1/ALG-1 interaction is RNA dependent.

### *hrpk-1* is required for a number of developmental processes

To determine the effects of *hrpk-1* mutations on animal development, we characterized gross morphological phenotypes of both *hrpk-1(tm5522)* and *hrpk-1(zen17)* mutants. We found that both alleles induce temperature sensitive sterility (Fig 2A), embryonic lethality (Fig 2B), and reduced brood size (Fig 2C). Both alleles also cause gonad formation defects (Fig 2D and 2E) and vulval bursting in day 3 or older adults (Fig 2F). We observed that almost in every instance, homozygous *hrpk-1(tm5522)* mutants exhibit more severe phenotypes than complete loss of *hrpk-1* (Fig 2A–2C and 2G), with the exception of gonad morphology (Fig 2D and 2E) and vulval bursting (Fig 2F) defects. *hrpk-1(tm5522)* mutant animals also fail to produce adult alae approximately 40% of the time (Fig 2G). In addition, *hrpk-1* function appears to be maternally required for fertility (S3A Fig), brood size (S3B Fig), and embryonic viability (S3C Fig). Specifically, *hrpk-1(zen17) [m-z-]* animals have increased defects compared to *hrpk-1(zen17) [m+z-]* in sterility (S3A Fig), brood size (S3B Fig), and embryonic lethality (S3C Fig).

**Fig 2:**
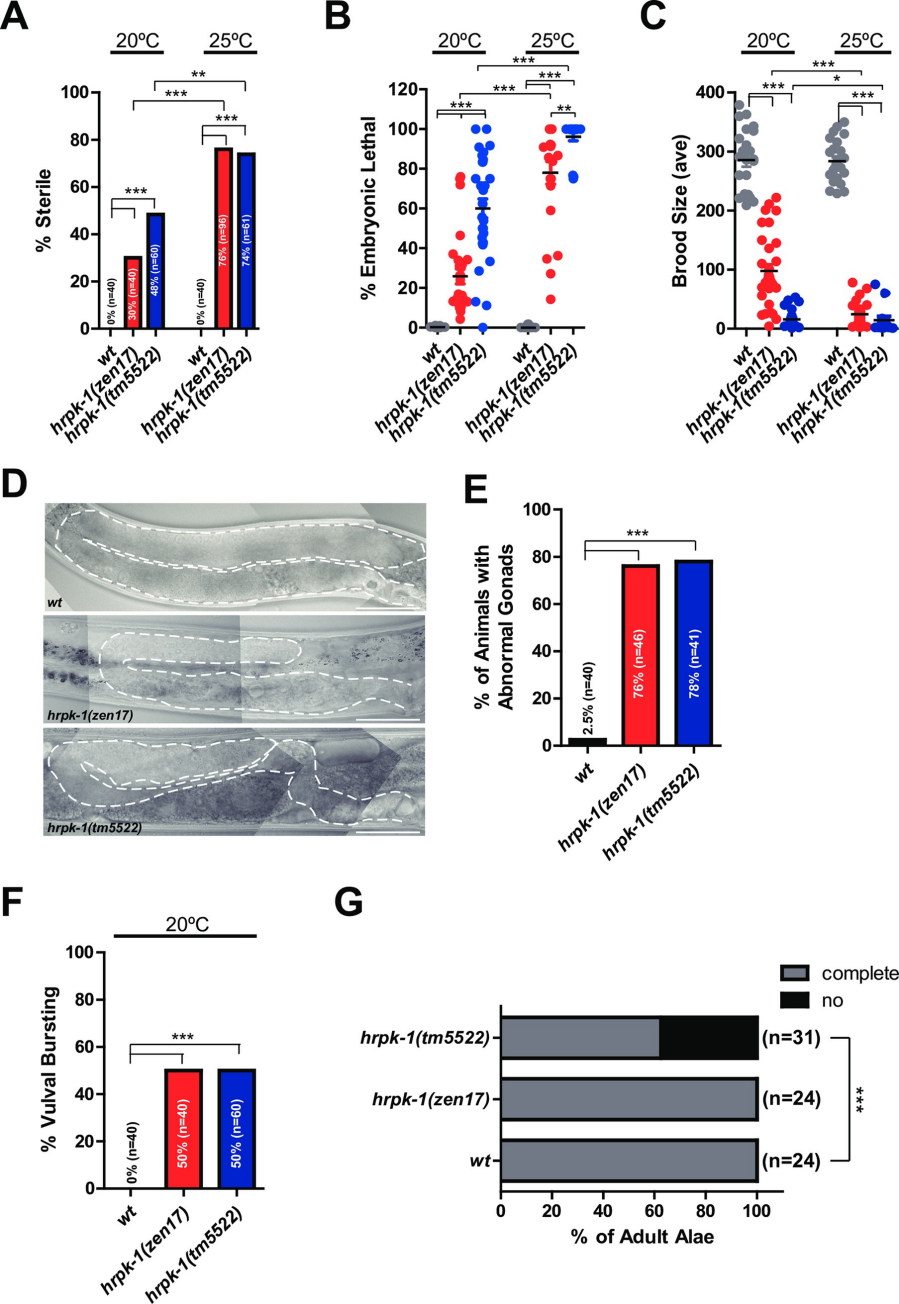
*hrpk-1* mutations cause developmental defects at 20°C and 25°C. *hrpk-1(zen17)* and *hrpk-1(tm5522)* mutations result in temperature sensitive animal sterility (**A**), embryonic lethality (**B**), and reduced brood size (**C**). *hrpk-1(zen17)* and *hrpk-1(tm5522)* mutations cause abnormal gonad formation (**D**, quantified in **E**), vulval bursting in day 3 or older adults (**F**), and defects in young adult alae formation (**G**). Bar in (**D**) = 50μm. Chi-square was used to analyze phenotypic data shown in A, E-G, T-test was used to analyze embryonic lethality (B), and F-test was used to analyze brood size (C). *p≤0.*05*, **p≤0.*01*, ***p≤0.*001*.

### *hrpk-1(tm5522)* allele is antimorphic

Our genetic analysis suggests that *hrpk-1(tm5522)* allele is weakly semi-dominant and antimorphic in nature (S3 Fig). Firstly, homozygous *hrpk-1(tm5522)* mutants almost always exhibit more severe phenotypes than *hrpk-1(zen17)* null animals (Fig 2A–2C and 2G). Secondly, *hrpk-1(tm5522)/+ [m-z+]* animals carrying only a single copy of the wild type allele exhibited higher fertility defects and vulval bursting than *hrpk-1(zen17)/+ [m-z+]* animals (14% sterility versus 0%, respectively, S3A and S3D Fig). Thirdly, *hrpk-1(tm5522)/+ [m+z+]* animals show a modest reduction in brood size (S3B Fig) and embryonic lethality (S3C Fig) and vulval bursting (S3D Fig) not normally observed in wild type animals. Furthermore, animals carrying a single copy of maternally provided *hrpk-1(tm5522)* allele (*hrpk-1(tm5522)*⚥*/hrpk-1(zen17)*♂ produced by *hrpk-1(tm5522)* mothers and *hrpk-1(zen17)* fathers) exhibit higher rates of sterility (S3A Fig), have smaller brood sizes (S3B Fig), and higher embryonic lethality (S3C Fig) than *hrpk-1(zen17) [m-z-]* animals lacking functional *hrpk-1* completely. Animals carrying a single copy of maternally provided *hrpk-1(tm5522)* allele (*hrpk-1(tm5522)*⚥*/hrpk-1(zen17)*♂also show more severe phenotypes than *hrpk-1(tm5522)*♂/ *hrpk-1(zen17)*⚥ animals produced by *hrpk-1(tm5522)* fathers and *hrpk-1(zen17)* mothers (S3A–S3C Fig), likely a result of both the antimorphic nature of the *tm5522* allele and the maternal component to its function. Overall, while the genetic analysis is somewhat complex due to the maternal requirement for *hrpk-1* activity, taken together, these genetic data support the antimorphic, weakly semi-dominant nature of the *hrpk-1(tm5522)* allele.

### *hrpk-1* functionally interacts with the *let-7 family* of miRNAs

To test whether *hrpk-1* functions in miRNA-dependent cell fate specification, we examined potential genetic interactions between *hrpk-1* and *let-7* family of miRNAs that control temporal cell fate specification throughout larval development. The *let-7* miRNAs regulate the stage specific cell gene expression programs in a number of tissues, with the *let-7* family mutant phenotypes most evident in the *C*. *elegans* seam and hypodermis (for review, see [29]). Specifically, *let-7* family miRNAs, together with other heterochronic genes, regulate cell division patterns of the seam cells during larval development [30] and seam cell terminal differentiation at the transition from larval development to adulthood [31]. *mir-48*, *mir-241*, and *mir-84*, three members of the *let-7* miRNA family, are transcriptionally up-regulated in the late L1 stage and subsequently down-regulate the expression of the *hbl-1* transcription factor during the L2 stage [30]. As a consequence of these regulatory interactions, *mir-48*, *mir-241*, and *mir-84* limit the proliferative seam cell division pattern of hypodermal stem cells to the L2 stage and promote subsequent L3-associated patterns of seam cell divisions [30], (Fig 3A). *mir-48*, *mir-241*, and *mir-84* are genetically redundant, with single and double mutants of these microRNAs exhibiting partially penetrant cell retarded heterochronic phenotypes [30]. These phenotypes can be monitored by observing alterations in seam cell lineage as well as defects associated with a reduction in the expression of adult-specific reporters (*col-19*::*gfp*) after the 4^th^ larval stage [30,32], (Fig 3B and 3C). *hrpk-1(zen17)* enhances the retarded phenotype of *mir-48 mir-241 (nDf51)* mutants (Fig 3B–3D). Specifically, loss of *hrpk-1* activity enhances the retarded expression of adult hypodermal marker, *col-19*::*gfp(maIs105)*, (Fig 3C and 3D) and results in an increased number of seam cells as compared to *mir-48 mir-241(nDf51)* alone (Fig 3B). This enhancement of the *mir-48 mir-241(nDf51)* heterochronic phenotype by loss of *hrpk-1* is consistent with *hrpk-1* functional requirement for efficient activity of the remaining intact *let-7* family miRNAs.

**Fig 3:**
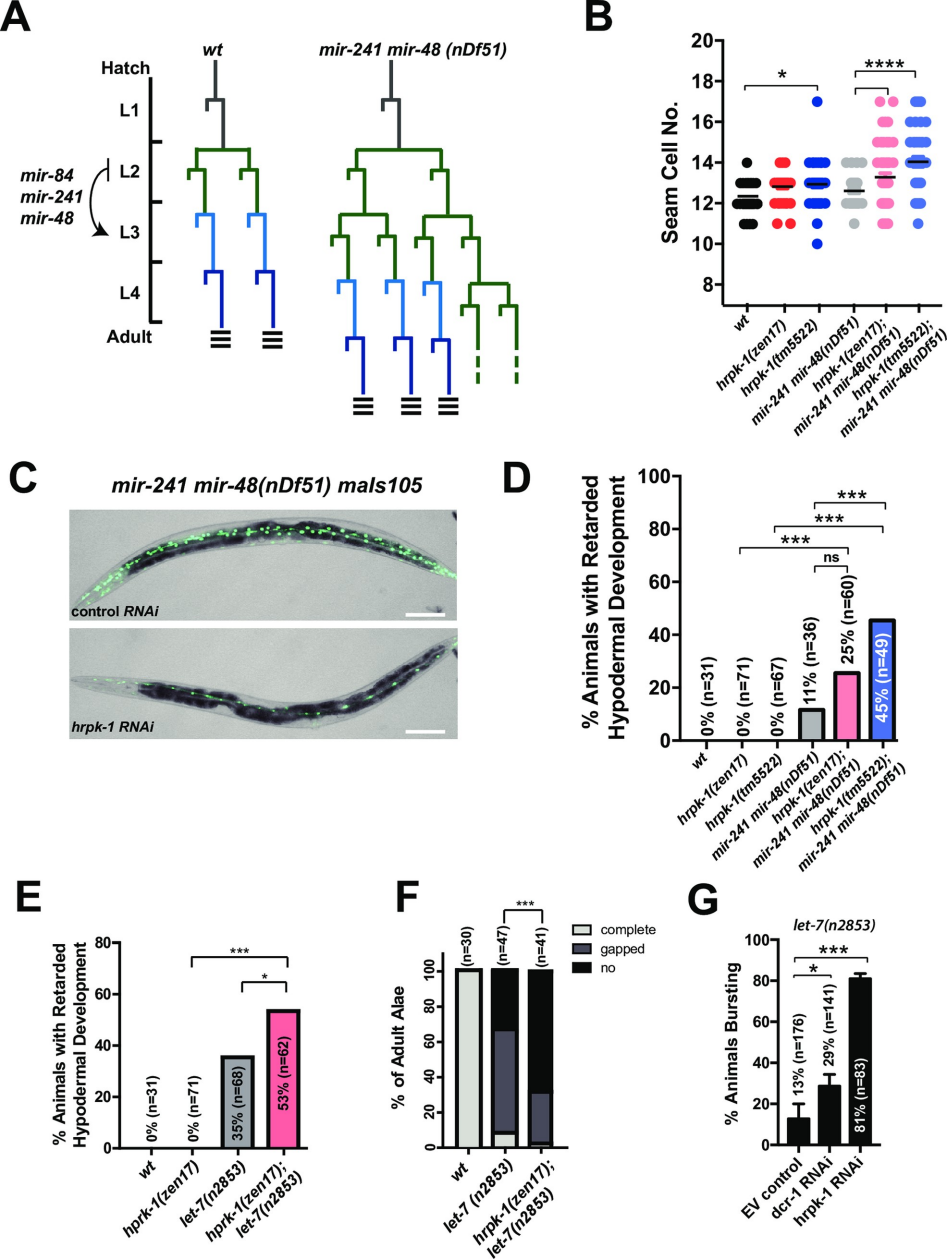
*hprk-1* functionally interacts with the *let-7* family of miRNAs. (**A**) Schematic seam cell lineages of wild type and *mir-241 mir-48* mutant animals throughout larval development. (**B**) *hrpk-1* mutations increase the seam cell numbers in *mir-48 mir-241(nDf51)* young adults. (**C**) Loss of wild type *hrpk-1* activity enhances the retarded hypodermal *col-19*::*gfp* expression phenotype of *mir-48 mir-241(nDf51)* mutants (quantified in (**D**)). *hrpk-1(zen17)* enhances the retarded (**E**) alae formation phenotype and (**F**) *col-19*::*gfp* expression observed in *let-7(n2853)* animals at 20°C. (**G**) RNAi knockdown of *hrpk-1* enhances vulval bursting of *let-7(n2853)* animals at 15°C. Animals scored in (**B**-**E**) carry the *col-19*::*gfp(maIS105)* transgene. All animals in (**E, F**) carry *lin-2(e1309)*, which suppresses the vulval bursting of *let-7(n2853)* animals through a non-heterochronic mechanism. Bar in (**C**) = 100μm. T-test was used to analyze seam cell number (B) and vulval bursting (G) and chi-square was used to analyze all other phenotypic data. *p≤0.*05*, **p≤0.*01*, *** p≤0.*001*, **** p≤0.*0001*.

*let-7*, the founding member of the *let-7* family of miRNAs, controls terminal cell fate specification, which occurs during the developmental progression through the late larval stages and into the adulthood [31]. A temperature sensitive mutation that compromises but does not completely abolish let-7 activity, *let-7(n2853)*, causes a retarded development phenotype [31], [33]. *let-7(n2853)* animals have abnormal/absent alae in young adults, display delayed hypodermal expression of the adult marker *col-19*::*gfp* at 20°C (Fig 3E and 3F), and rupture through the vulva during the L4-adult molt [31]. *hrpk-1* knockout enhances retarded *col-19*::*gfp(maIS105)* expression (Fig 3E) and the retarded alae phenotype (Fig 3F) observed in the *let-7(n2853)* mutants. Loss of *hrpk-1* alone is not enough to induce a heterochronic phenotype (Fig 3A, 3D and 3C). Knockdown of *hrpk-1* by RNAi enhances the vulval rupture phenotype of *let-7(n2853)* animals at 15°C (Fig 3G). The observed enhancement of the *let-7(n2853)* retarded phenotype by *hrpk-1* mutations is consistent with the hypothesis that *hrpk-1* function is important for *let-7* miRNA activity.

### *hrpk-1* functionally interacts with the *lsy-6* miRNA and is required for efficient regulation of *lsy-6* target *cog-1*

To test the hypothesis that HRPK-1 may be required for miRNA activity regulation, we looked for the effects of *hrpk-1* mutations on the activity of *lsy-6* miRNA-dependent processes. *lsy-6* regulates cell fates of two bilaterally symmetrical ASE neurons [34]. ASEL-specific expression of *lsy-6* down-regulates its key target, *cog-1*, while uninhibited *cog-1* expression within the ASER dictates that neuron’s cell fate [34]. The ASEL cell fate is distinguished by the expression of a downstream reporter, *Plim-6*::*gfp*, an established marker for the ASEL cell fate [34], [35], (Fig 4A). Reduction of lsy-6 activity through a cis-regulatory mutation in the *lsy-6* promoter, *lsy-6(ot150)*, causes a low penetrance phenotype where the ASEL neuron adopts the cell fate of ASER approximately 20% of the time [36], (Fig 4A and 4B). To assess *hrpk-1-lsy-6* functional interaction, we removed *hrpk-1* in the presence of the reduction of function *lsy-6(ot150)* allele. Genetic mutations in *hrpk-1* significantly enhance the cell fate defective phenotype observed in the *lsy-6(ot150)* animals (Fig 4B). *hrpk-1* mutations alone are not sufficient to induce an ASEL to ASER cell fate switch (Fig 4B). Importantly, *hrpk-1* RNAi relieves the lsy-6-mediated inhibition of its target, *cog-1*::*gfp*, in uterine cells (Fig 4C and 4D), suggesting that HPRK-1 is required for efficient inhibition of *cog-1* by lsy-6 miRNA in that tissue.

**Fig 4:**
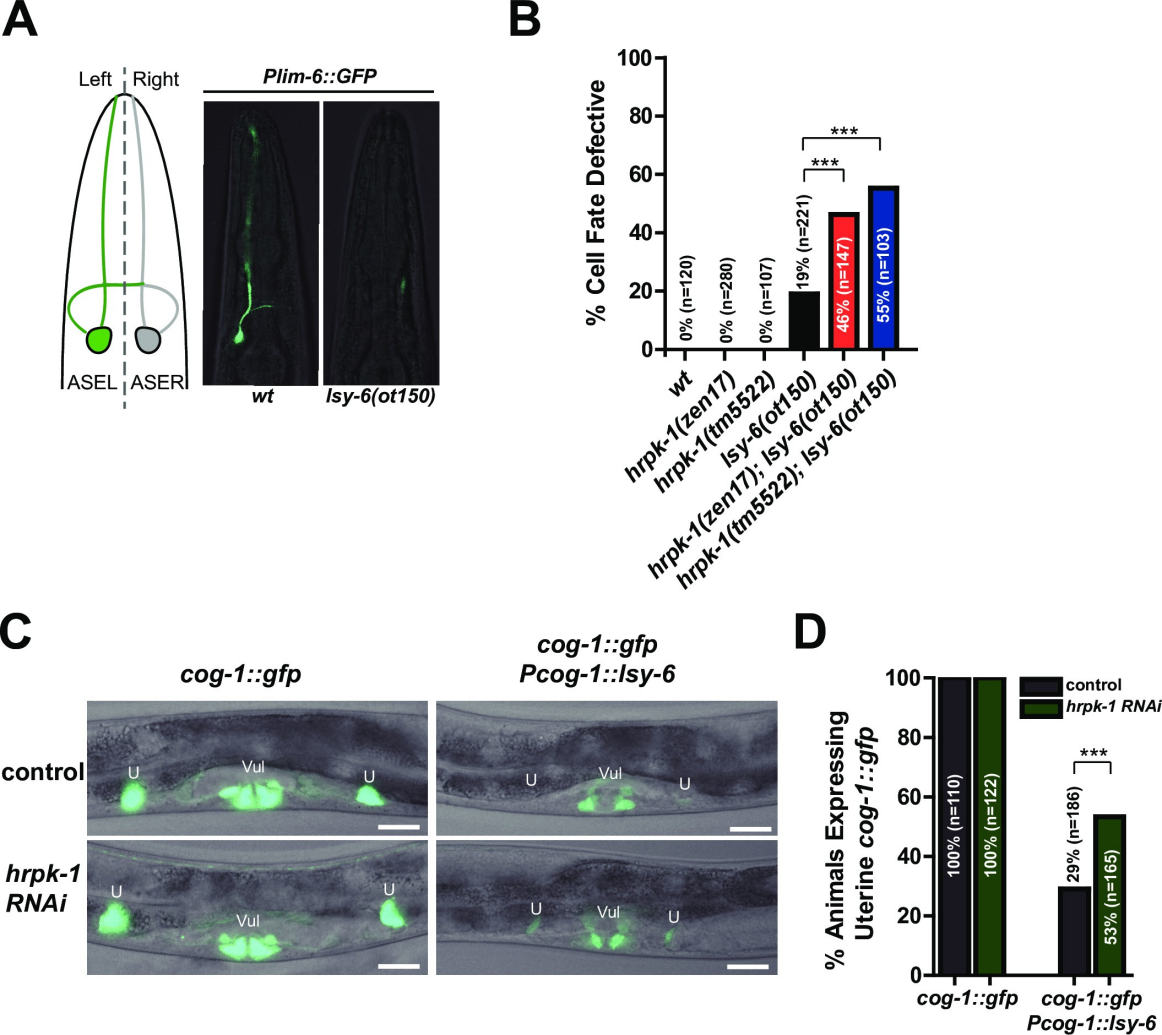
*hrpk-1* function is required for efficient *lsy-6* miRNA activity. *Plim-6*::*gfp* reporter marks the ASEL cell fate (**A**). The low penetrance defective cell fate phenotype observed in *lsy-6(ot150)* animals is enhanced by *hrpk-1* mutations (**B**). (**C**) *hrpk-1* RNAi relieves the lsy-6-mediated repression of *cog-1*::*gfp* in the uterine cells, quantified in (**D**). Animals in (B) also carry *Plim-6*::*gfp* reporter. Bar in (C) = 20μm. Chi-square, ***p<0.*001*.

### *hrpk-1* functionally interacts with the *mir-35-42* family of miRNAs

To assess whether *hrpk-1* may be broadly required for miRNA activity, we reduced its function in other miRNA sensitized backgrounds. *miR-35-42* family of miRNAs controls fertility and embryonic development of *C*. *elegans* [37]. Loss of all members of the *miR-35* miRNA family results in fully penetrant sterility and embryonic lethality phenotypes [37]. Deletion of a genomic region harboring 7 of the 8 miRNAs, *mir-35-41(nDf50)*, causes animals to exhibit a temperature sensitive increase in embryonic lethality and overall reduction of brood size [37], [38], (Fig 5A and 5B). Combining either of the *hrpk-1* deletions *(hrpk-1(zen17)* or *hrpk-1(tm5522))* with *mir-35-41(nDf50)* results in a strong synthetic lethal phenotype where a majority of animals fail to develop (Fig 5A). This genetic synergy in combined mutants is also recapitulated in a dramatic decrease in overall brood size (Fig 5B) in animals reared at the semi-permissive temperature of 20°C. *hrpk-1(tm5522)* causes a greater enhancement of the *mir-35-41(nDf50)* phenotype than *hrpk-1(zen17)* null (Fig 5A and 5B), consistent with the antimorphic nature of the *hrpk-1(tm5522)* allele. Importantly, the enhancement of the *mir-35-41(nDf50)* phenotype by *hrpk-1* mutations is not simply additive, but synergistic (Fig 5), consistent with the hypothesis that *hrpk-1* is required for activity of the remaining miRNA, miR-42.

**Fig 5:**
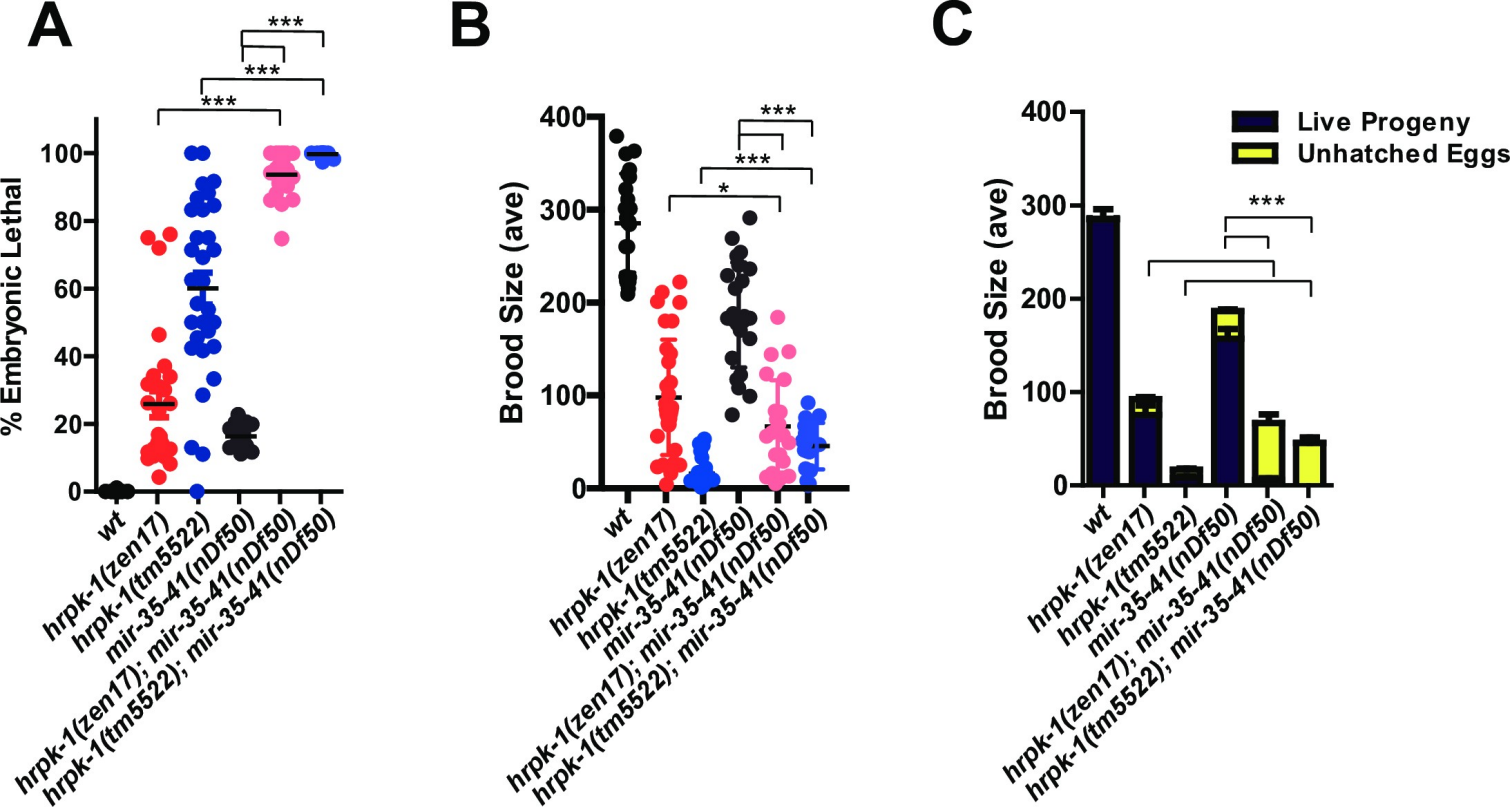
*hrpk-1* mutations enhance *mir-35-41(nDf51)* mutant phenotype at 20°C. *hprk-1* mutations enhance *mir-35-41(nDf51)* embryonic lethality (**A**) and further reduces *mir-35-41(nDf51)* brood sizes (**B-C**). (**C**) shows the brood breakdown by live and dead progeny. T-test (A), F-test (B), Chi-square (C) were used for statistical analysis, *p<0.*05* and ***p<0.*001*.

### HRPK-1 is ubiquitously expressed throughout *C*. *elegans* development.

To gain insight into HRPK-1 function, we characterized both spatial and temporal expression of endogenous HRPK-1 using a CRISPR-generated *hrpk-1*::*gfp* transgene (Fig 6). *hrpk-1*::*gfp* is ubiquitously expressed during all *C*. *elegans* developmental stages (Fig 6A–6D). The C-terminally tagged *hrpk-1*::*gfp* expression is observed in the gut, muscle, neuronal, and hypodermal tissues, where it localizes to the cell nuclei (Fig 6A and 6B). Interestingly, *hrpk-1*::*gfp* is strongly present in the animal germline, oocytes, and early embryos, where its subcellular localization is both nuclear and cytoplasmic (Fig 6B–6D). The subcellular localization of HRPK-1::GFP is consistent with the predicted nuclear localization and nuclear export signals found within the *hrpk-1* sequence (Fig 1B). Our inability to detect *hrpk-1*::*gfp* signal in the cytoplasm of somatic cells may reflect HRPK-1 distinct functions between the soma and the germline or may simply be due to a lower cytoplasmic expression level that falls below our detection limits. In fact, HRPK-1 somatic cytoplasmic localization has been observed in large scale subcellular proteome mapping [39], suggesting that we may be limited in detecting HRPK-1 in the cytoplasm in the presence of strong nuclear expression. Overall, the ubiquitous spatial and temporal *hrpk-1* expression is consistent with the apparent *hrpk-1* roles in a number of developmental processes, including embryonic and larval development, as well as fertility.

**Fig 6:**
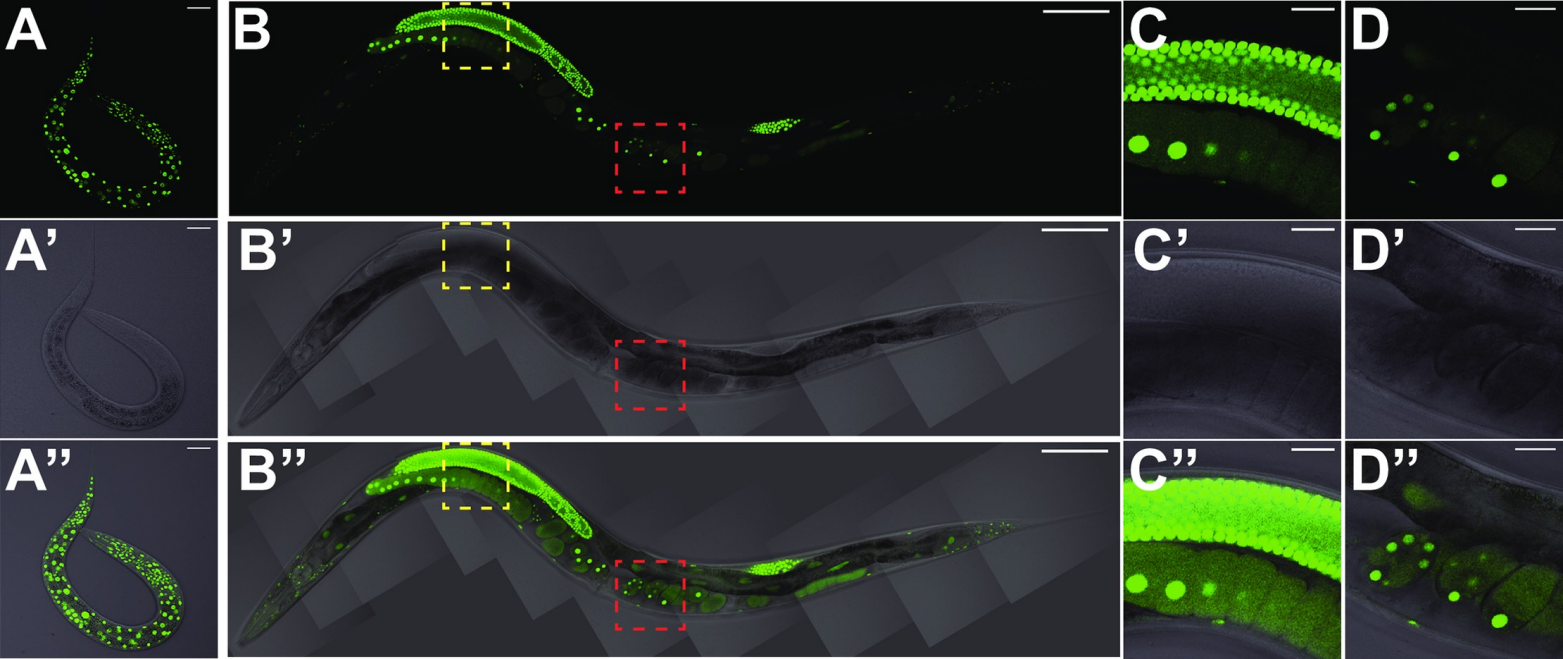
Endogenously tagged *hrpk-1*::*gfp* transgene *(hrpk-1(zen64))* is expressed throughout *C*. *elegans* development. (**A**) L1 larva shows ubiquitous HRPK-1::GFP expression in the nuclei of somatic tissues and the germline precursor cells. (**B**) HRPK-1::GFP fluorescence in an adult animal highlights ubiquitous HRPK-1 expression in somatic tissues and in the animal’s germline. Zoom in micrographs of (**B**) highlight strong nuclear and cytoplasmic expression in the germline (**C**) and early embryos (**D**). (**A’-D’**) DIC images of (**A-D**). (**A”-D”**) merged images of fluorescent micrographs (**A-D**) and the DIC images (**A’-D’**). Bar in (**A**), (**C**), (**D**) = 20μm, bar in (**B**) = 100μm.

### Loss of *hrpk-1* affects levels of select miRNAs but does not affect ALG-1/AIN-1 miRISC assembly

Functional regulation of the miRNA activity by HRPK-1 could occur at the level of miRNA processing, miRISC assembly, or miRISC activity. To determine whether HRPK-1 is necessary for miRNA biogenesis, we cloned and sequenced miRNAs from wild type, *hrpk-1(zen17)*, and *hrpk-1(tm5522)* L4 larvae and wild type and *hrpk-1(zen17)* embryos (S1 Table). 

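Small RNA libraries were made from 5 groups of animals, with 3 replicates of wild type embryos, *hrpk-1(zen17)* embryos, wild type L4 larvae and *hrpk-1(zen17)* L4 larvae, and 2 replicates of *hrpk-1(tm5522)* L4 larvae. The authors size selected the RNA on gels, sequenced the libraries and deposited a table of read counts, without normalization, for 214 guide strands and 157 miR* (star) strands in the 14 libraries. The counts summed to between 1919348 and 10900326 per wild type embryo library, with a median of 7710626. *hrpk-1(zen17)* embryo libraries held between 6980254 and 10565291 counts, with a median of 10306656. At L4, wild type libraries held between 14926345 and 19762103 counts (median 15618264), *hrpk-1(zen17)* libraries between 15112868 and 18574237 (median 15114802), and the *hrpk-1(tm5522)* libraries 11195163 and 13766699. All values use these table totals, which differ slightly from the read totals that the paper's methods give. Abundances are given as ppm of a library's miRNA counts. Each mutant was compared with wild type of the same stage by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. The test covered strands with at least 10 counts in at least as many libraries as the smaller group held, and the threshold was an adjusted p of 0.05. The depth of the shallowest library, wild type embryo replicate 3, put 3 counts at 1.56 ppm, against 0.152 ppm in the deepest. miR-44-3p and miR-45-3p had nearly the same counts in every library (128770 and 128897 in wild type L4 replicate 1), so their reads cannot be assigned to either gene.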

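In *hrpk-1(zen17)* embryos, 36 of the 201 miRNA strands tested passed the threshold, 21 of them higher and 15 lower than in wild type embryos. The groups did not overlap for 61 strands (30.3%), where chance gives 10%. The number of calls moved most when libraries were scaled by total miRNA counts, which gave 17. With a library left out it was 17 without wild type embryo replicate 1, 19 without wild type embryo replicate 2, 17 without zen17 embryo replicate 1 and 21 without zen17 embryo replicate 3. In *hrpk-1(zen17)* L4 larvae, none of 228 strands passed the threshold; 33 had an unadjusted p under 0.05, 20 higher and 13 lower. The groups did not overlap for 57 strands (25%), where chance again gives 10%. Without wild type L4 replicate 2, the same comparison gave 13 calls. In *hrpk-1(tm5522)* L4 larvae, 52 of 232 strands passed, 24 higher and 28 lower. In simulated counts with the spread of these libraries, the test recovered 97.8% of 4-fold changes in embryos, 95.8% in *hrpk-1(zen17)* L4 larvae and 81.0% in *hrpk-1(tm5522)* L4 larvae. For 2-fold changes the recovered shares were 30.4%, 14.8% and 4.46%. Strands were simulated independently, so shifts shared by many strands of a library were left out.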

We found that loss of *hrpk-1* affects levels of some mature miRNAs, with specific miRNA species increasing, and some decreasing, in abundance (Fig 7A–7E, S1–S4 Tables). This pattern was observed in *hrpk-1(zen17)* embryos (Fig 7A, S2 Table) and L4 larvae (Fig 7B, S3 Table). 

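Among miRNAs that passed the threshold in *hrpk-1(zen17)* embryos with a mean of at least 100 counts and no overlap between groups, those that rose most were miR-230-3p, miR-238-3p and miR-84-5p. miR-230-3p went from 2.52 ± 0.348 to 29.2 ± 8.76 TMM-normalized CPM (SD, n = 3 each), a log2 fold change of 3.54 (standard error 0.35, adjusted p = 0.000123). In the WBcel235 annotation, mir-230 lies between genes on chromosome X from 5803892 to 5803989. miR-238-3p, from chromosome III between 8867328 and 8867425, rose by 2.48 (standard error 0.25, adjusted p = 0.000123). miR-84-5p rose by 1.77 (standard error 0.33, adjusted p = 0.00393). With the same limits, the largest decrease was that of miR-70-3p, with a log2 fold change of -2.62 (standard error 0.29, adjusted p = 0.000133), followed by miR-39-5p at -1.49 and miR-789 at -1.36. The call of miR-789 (adjusted p = 0.0497) was lost when any of the 6 libraries was left out, with values between -1.78 without zen17 embryo replicate 3 and -0.85 without wild type embryo replicate 3. Of the 11 miRNAs labelled in Fig 7A, 11 changed in the direction shown and 6 passed the threshold. In L4 larvae, 11 strands were at least 2-fold higher and 14 at least 2-fold lower in *hrpk-1(zen17)* than in wild type. Without wild type L4 replicate 1 their number was 41 in place of 25, and without wild type L4 replicate 2 it was 14. The 15 miRNAs labelled in Fig 7B all changed in the direction shown, and 0 passed the threshold. The smallest adjusted p of any strand was 0.177. Among the 15, miR-58-3p was at -0.05 (standard error 0.56), and its direction changed in some alternatives (0.59 without wild type L4 replicate 3).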

Interestingly, the changes in miRNA abundances were more pronounced in the *hrpk-1(tm5522)* mutant animals, with more miRNAs affected by the antimorphic allele (Fig 7C, S4 Table). Additionally, levels of some miRNAs were altered more significantly in *hrpk-1(tm5522)* mutants (Fig 7C) compare to *hrpk-1(zen17)*, (Fig 7B). For example, levels of mature miR-70 were 2-fold higher in *hrpk-1(zen17)* L4 larvae (Fig 7B) and 8-fold higher in *hrpk-1(tm5522)* (Fig 7C) compared to their wild type counterparts (S3 and S4 Tables). 

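Against wild type L4 larvae, 42 strands were at least 2-fold higher and 55 at least 2-fold lower in *hrpk-1(tm5522)*. The groups did not overlap for 142 strands (61.2%), where chance gives 20% for 2 libraries against 3. The count of 52 calls depended on single wild type libraries: it was 25 without wild type L4 replicate 1, 110 without replicate 2 and 21 without replicate 3. Among calls with a mean of at least 100 counts, the largest increases were those of miR-70-3p, miR-1820-5p and miR-84-5p. miR-1820-5p rose from 14.4 ± 2.71 (SD, n = 3) to 109 ± 0.215 (SD, n = 2) TMM-normalized CPM, a log2 fold change of 2.91 (standard error 0.27, adjusted p = 0.00504). With the same limit, the largest decreases were those of miR-245-3p (log2 fold change -3.97, adjusted p = 0.0113), miR-51-3p (-3.67, adjusted p = 0.0300) and miR-49-3p (-2.89, adjusted p = 0.00504). The mir-245 gene lies on chromosome I from 7887371 to 7887467, and mir-49 on chromosome X from 9989282 to 9989378. Of 22 miRNAs labelled in Fig 7C, 21 could be tested; all 21 changed in the direction shown and 10 passed the threshold.

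**Figure D1:**
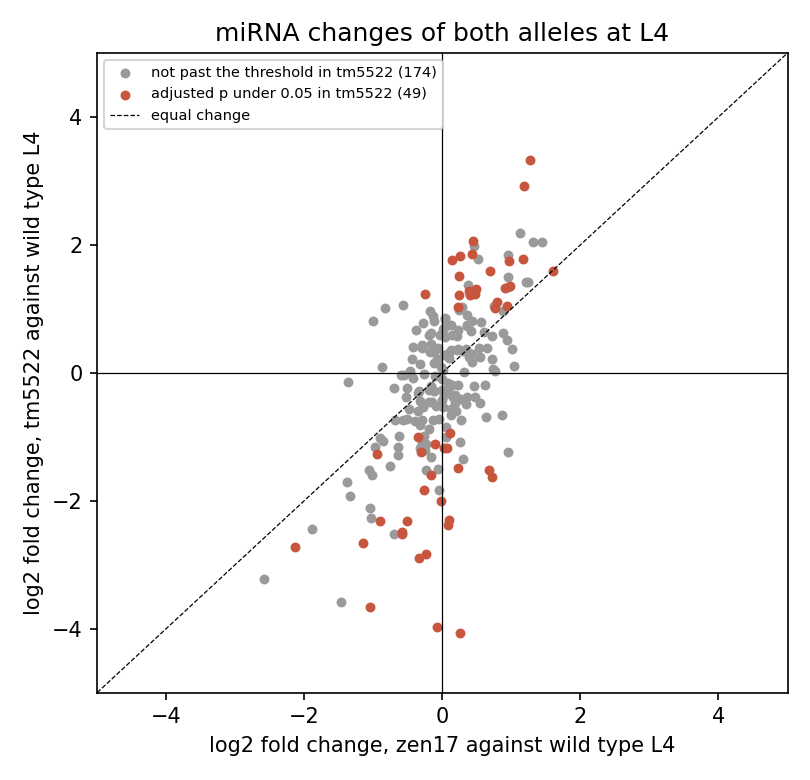
Log2 fold changes of 223 miRNA strands against wild type L4 larvae, in *hrpk-1(zen17)* on the x axis and *hrpk-1(tm5522)* on the y axis; each point is a strand, red points had an adjusted p under 0.05 in *hrpk-1(tm5522)*, and the dashed line marks equal change. Of all 223 strands, 183 had the larger absolute change in *hrpk-1(tm5522)*.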

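Over the 223 strands tested in both alleles, the median absolute log2 fold change was 0.75 in *hrpk-1(tm5522)* and 0.34 in *hrpk-1(zen17)* L4 larvae. Of the 52 strands called in *hrpk-1(tm5522)*, 49 were also tested in *hrpk-1(zen17)* L4 larvae. Their median absolute log2 fold change was 1.60 in *hrpk-1(tm5522)* and 0.43 in *hrpk-1(zen17)*, and 39 went in the same direction in both. These strands were chosen by passing in *hrpk-1(tm5522)*, which favours larger values there. Because both comparisons use the same wild type libraries, the alleles were also compared directly. Between *hrpk-1(tm5522)* and *hrpk-1(zen17)*, 88 of 229 strands passed the threshold, 41 higher and 47 lower in *hrpk-1(tm5522)*, and 37 of the 49 were among them. The number moved most, to 39, in a fit over all 14 libraries. The balance of directions also moved. There were 23 higher and 37 lower without zen17 L4 replicate 1, and 26 and 45 without replicate 3. Without replicate 2 there were 58 and 53, and with the replicate number as a block 17 and 36. Across the 223 strands, the Spearman correlation of the changes in the 2 alleles was 0.585, against values from -0.100 to 0.230 in 100 simulations of unchanged mutant libraries set against the same wild type libraries. The simulated libraries were drawn around the observed wild type means, which removes the error that both changes share. These simulations therefore cannot show how much of the correlation comes from the shared wild type libraries. miRNAs are not independent replicates, so this correlation describes these libraries.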

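miR-70-3p, whose gene lies in an intron of pmp-5 on chromosome V from 6665536 to 6665635, was at 3678 ± 2160 ppm in wild type L4 larvae (SD, n = 3). It was at 9831 ± 1405 ppm (SD, n = 3) in *hrpk-1(zen17)* and 43141 ± 12469 ppm (SD, n = 2) in *hrpk-1(tm5522)* L4 larvae. The edgeR change in *hrpk-1(zen17)* was 2.41-fold, a log2 fold change of 1.27 (standard error 0.59, adjusted p = 0.339), so it did not pass the threshold. Every *hrpk-1(zen17)* library was above every wild type library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Wild type L4 replicate 2 was at 1188 ppm and the other wild type libraries at 4799 and 5048 ppm; without it the log2 fold change was 0.72. The change in *hrpk-1(tm5522)* was 10.1-fold, a log2 fold change of 3.33 (standard error 0.79, adjusted p = 0.0341). Without wild type L4 replicate 1 that adjusted p was 0.0660, at a log2 fold change of 3.31. Over the fits that leave out a library the log2 fold change ran from 2.79 to 3.97, and over all alternatives from 2.79 to 4.37. Tested directly, miR-70-3p was higher in *hrpk-1(tm5522)* than in *hrpk-1(zen17)* by 2.04 on the log2 scale (standard error 0.20, adjusted p = 0.000132).

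**Figure D2:**
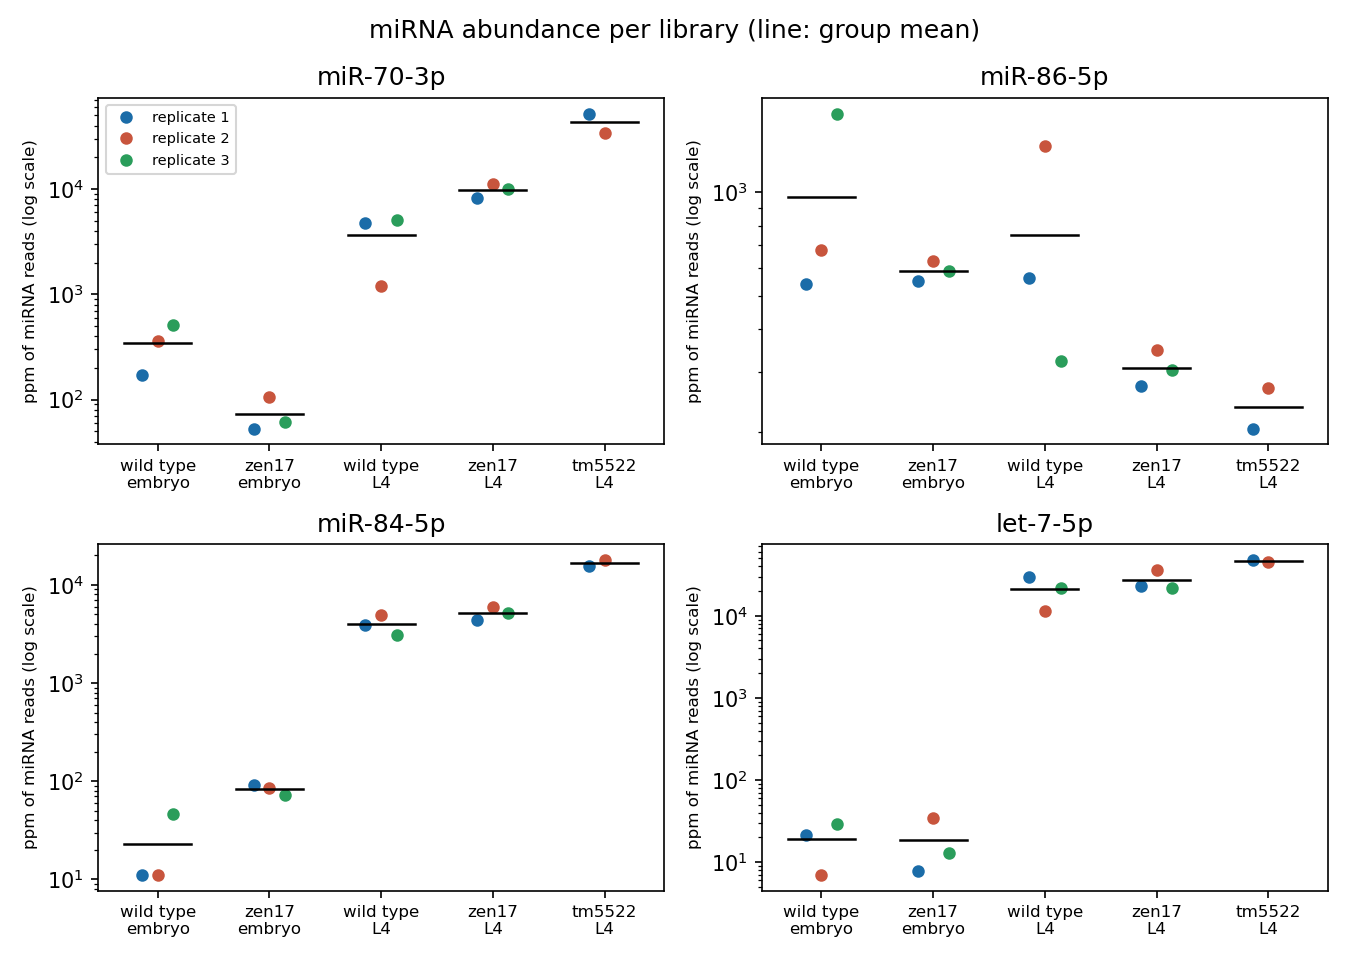
Abundance of miR-70-3p, miR-86-5p, miR-84-5p and let-7-5p in each library, in ppm of miRNA reads on a log scale; points are libraries coloured by replicate number and lines are group means. miR-70-3p was between 8304 and 11069 ppm in *hrpk-1(zen17)* L4 libraries and at 51958 and 34323 ppm in the *hrpk-1(tm5522)* libraries.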

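miR-86-5p comes from a gene in an intron of Y56A3A.7 on chromosome III, from 11936637 to 11936734. Its abundance was 749 ± 546 ppm in wild type (SD, n = 3), 307 ± 37.6 ppm in *hrpk-1(zen17)* (SD, n = 3) and 237 ± 45.4 ppm in *hrpk-1(tm5522)* L4 larvae (SD, n = 2). Wild type L4 replicate 2 was at 1363 ppm and replicate 3 at 322 ppm, a wider spread than in either mutant. The log2 fold change was -1.07 in *hrpk-1(zen17)* (standard error 0.33, adjusted p = 0.212) and -1.53 in *hrpk-1(tm5522)* (standard error 0.44, adjusted p = 0.0532). Both were short of the threshold. Over the alternatives, the adjusted p in *hrpk-1(tm5522)* ran from 0.00306 to 0.0707 and passed the threshold in 8 of 10, among them the fit without wild type L4 replicate 2 (0.00373). Without that library the log2 fold changes were -0.72 in *hrpk-1(zen17)* and -1.12 in *hrpk-1(tm5522)*. The difference between the alleles was -0.46 (standard error 0.24, adjusted p = 0.142).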

Mature miR-86 levels were 2-fold lower in *hrpk-1(zen17)* (Fig 7B) and 3-fold lower in *hrpk-1(tm5522)* (Fig 7C) compared to wild type (S3 and S4 Tables). 

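let-7-5p was at 21033 ± 9253 ppm in wild type (SD, n = 3), 27176 ± 7977 ppm in *hrpk-1(zen17)* (SD, n = 3) and 46724 ± 1528 ppm in *hrpk-1(tm5522)* L4 larvae (SD, n = 2). Its log2 fold change was 0.28 in *hrpk-1(zen17)* (standard error 0.43, adjusted p = 0.810), and -0.18 without wild type L4 replicate 2. In *hrpk-1(tm5522)* it was 1.03 (standard error 0.53, adjusted p = 0.191), and the adjusted p over the alternatives ran from 0.00671 to 0.241, past the threshold in 1 of 10. Both *hrpk-1(tm5522)* libraries were above all 3 wild type libraries. Compared with *hrpk-1(zen17)*, let-7-5p was higher in *hrpk-1(tm5522)* by 0.71 (standard error 0.17, adjusted p = 0.00799), a call lost without zen17 L4 replicate 1 (adjusted p = 0.0718) or replicate 3 (0.0545) and past the threshold in 5 of 10 alternatives. miR-84-5p, encoded on chromosome X from 16022404 to 16022478, was at 3976 ± 907 ppm in wild type (SD, n = 3), 5176 ± 799 ppm in *hrpk-1(zen17)* (SD, n = 3) and 16740 ± 1700 ppm in *hrpk-1(tm5522)* (SD, n = 2). Its log2 fold change was 0.45 in *hrpk-1(zen17)* (standard error 0.23, adjusted p = 0.340) and 2.07 in *hrpk-1(tm5522)* (standard error 0.25, adjusted p = 0.00648). The latter passed the threshold in all 10 alternatives that give a p. Over the 4 members of the let-7 family, the edgeR log2 fold changes in *hrpk-1(tm5522)* ran from 0.37 to 2.07, with a median of 0.85. The family was tested on differences in mean log2 CPM, whose median was 1.01 (limma fry, adjusted p = 0.268).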

Interestingly, let-7 and miR-84 levels were slightly but not significantly increased in *hrpk-1(zen17)* animals (Fig 7B and 7E), but were significantly more abundant in *hrpk-1(tm5522)* mutants (Fig 7C and 7E) at the L4 stage (S1 Table). 

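miR-58-3p was the most abundant miRNA in 5 of the 6 wild type and *hrpk-1(zen17)* L4 libraries. It made up 259469 ± 121994 ppm of miRNA counts in wild type L4 larvae and 265480 ± 64040 ppm in *hrpk-1(zen17)* (SD, n = 3 each). In *hrpk-1(tm5522)* it was at 84115 ± 2661 ppm (SD, n = 2). The log2 fold change in *hrpk-1(zen17)* was -0.05 (standard error 0.56, adjusted p = 0.966), well within the spread of the wild type libraries, which were at 276700, 129776 and 371932 ppm. It changed direction without wild type L4 replicate 3 (0.59) and without zen17 L4 replicate 2 (0.12). In *hrpk-1(tm5522)* the log2 fold change was -1.84 (standard error 0.70, adjusted p = 0.103), and the alternatives gave adjusted p-values from 0.00246 to 0.159. Without wild type L4 replicate 2 the log2 fold change was -2.32 (adjusted p = 0.00325). Over the fits that leave out a library it ran from -2.32 to -1.11, and over all alternatives from -2.32 to -0.95. Against *hrpk-1(zen17)*, where the libraries vary less, the decrease in *hrpk-1(tm5522)* was -1.80 (standard error 0.29, adjusted p = 0.00151).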

To visualize these changes, we performed infrared (IR) Northern blots for let-7 and an abundant miRNA, miR-58, which showed a slight decrease in levels in *hrpk-1(zen17)* animals (Fig 7B) and a significant decrease in *hrpk-1(tm5522)* mutants (Fig 7C). Even with the less quantitative nature of Northern blotting, we found that the trends displayed by these miRNAs were similar to those observed by small RNA sequencing (Fig 7F).

**Fig 7:**
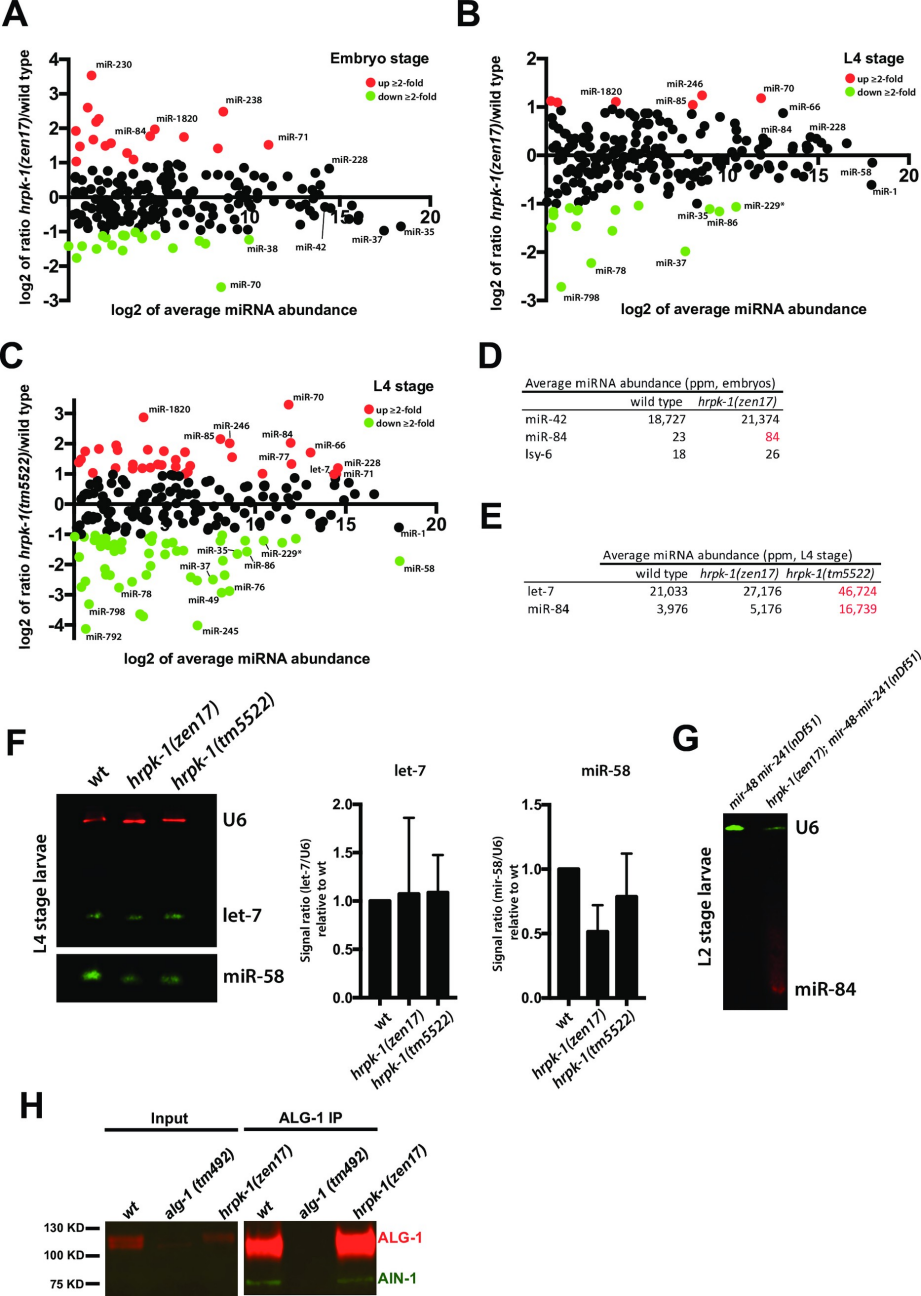
miRNA abundances and miRISC formation in *hrpk-1* mutant animals. Mature miRNA abundances were assayed in wild type and *hrpk-1* mutants by small RNAseq analysis (**A-E**). Scatterplots showing log fold change in miRNA abundance between wild type and *hrpk-1(zen17)* embryos (**A**), wild type and *hrpk-1(zen17)* L4 larvae (**B**), and wild type and *hrpk-1(tm5522)* L4 larvae (**C**). Average miR-42, miR-84, and lsy-6 reads in wild type and *hrpk-1(zen17)* embryos (**D**) and average let-7 and miR-84 reads in wild type and *hrpk-1* mutant L4 larvae (**E**), with statistically significant changes in read numbers highlighted in red. (**F**) let-7 and miR-58 Northern blot and signal quantifications across three biological replicates as normalized to wild type miRNA/U6 signal ratio; L4 stage larvae RNA. (**G**) Representative miR-84 Northern blot using L2 stage RNA from *mir-48 mir-241(nDf51)* and *hrpk-1(zen17); mir-48 mir-241(nDf51)* animals. (**H**) Western blot of ALG-1 IP shows that AIN-1 co-precipitates with ALG-1 in *hrpk-1* mutant animals to levels similar to wild type.

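In embryos, miR-42-3p was at 18727 ± 4894 ppm in wild type and 21374 ± 6658 ppm in *hrpk-1(zen17)*, and lsy-6-3p at 18.0 ± 12.9 and 25.8 ± 15.5 ppm (SD, n = 3 each). Both differences lie within the spread of the replicates. miR-84-5p was at 23.1 ± 20.6 ppm in wild type and 83.7 ± 9.84 ppm in *hrpk-1(zen17)* embryos (SD, n = 3 each), and every mutant library was above every wild type library (exact two-sided permutation test, p = 0.1). The call of miR-84-5p held in 12 of the 13 alternatives; with total miRNA counts as the scale its adjusted p was 0.0730.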

To assay miRNA levels in the mutant backgrounds used for our functional studies at stages relevant for their activity, we probed for miR-84 in *mir-48 mir-241(nDf51)* and *hrpk-1(zen17); mir-48 mir-241(nDf51)* L2 larvae. We observed that while miR-84 levels were below detection by our Northern method in *mir-48 mir-241(nDf51)*, more miR-84 was observed in *hrpk-1(zen17); mir-48 mir-241(nDf51)* animals (Fig 7G), suggesting that the absence of *hrpk-1* is responsible for mature miR-84 increase.

Based on these data we conclude that HRPK-1 contributes to biogenesis of a subset of the miRNAs by promoting processing of some and inhibiting processing of others. However, levels of many miRNAs, including miR-42 and lsy-6, were not significantly affected by *hrpk-1* mutations (Fig 7A–7D, S1 and S2 Tables), suggesting either that HRPK-1 function is not required for biogenesis of these miRNAs or that its role in miRNA processing is spatially or temporally restricted and is below our capability to detect these changes.

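miRNAs that passed the threshold went both ways in *hrpk-1(zen17)* embryos and in *hrpk-1(tm5522)* L4 larvae. Of the 7 miRNAs that the paper names from these data, 3 passed the threshold in *hrpk-1(zen17)* embryos (miR-70-3p, miR-84-5p and miR-86-5p), adjusted over the list alone or over all miRNAs. The call of miR-86-5p there (-0.95, adjusted p = 0.0285) passed in 5 of 13 alternatives, and among the fits that leave out a library only without wild type embryo replicate 3 (0.0451); the others gave from 0.0554 without zen17 embryo replicate 2 to 0.103 without zen17 embryo replicate 3. In *hrpk-1(zen17)* L4 larvae 0 passed either way. In *hrpk-1(tm5522)* L4 larvae 4 passed when adjusted over the list alone (miR-70-3p, miR-84-5p, miR-86-5p and lsy-6-3p) and 3 over all miRNAs; the study chose this list on these samples, so the first count is not independent evidence. Only 9 strands were called in both *hrpk-1(zen17)* embryos and *hrpk-1(tm5522)* L4 larvae, and 4 of them changed in the same direction. miR-70-3p was among those that did not: it fell from 349 ± 172 to 73.8 ± 28.8 ppm (SD, n = 3 each) in *hrpk-1(zen17)* embryos, and rose in L4 larvae of both alleles. In a test of the difference between stages, its *hrpk-1(zen17)* change was 3.73 higher at L4 than in embryos (adjusted p = 0.00374). From the increases and decreases in the mutants, the paper concludes that HRPK-1 contributes to the biogenesis of a subset of miRNAs, promoting the processing of some and inhibiting that of others.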

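Changes of miR-42-3p (encoded on chromosome II from 11889811 to 11889905) and lsy-6-3p (chromosome V from 10647232 to 10647304) were small in *hrpk-1(zen17)*. For miR-42-3p the log2 fold change was -0.27 in embryos (standard error 0.30, adjusted p = 0.551) and 0.17 at L4 (standard error 0.42, adjusted p = 0.870). For lsy-6-3p it was 0.22 in embryos (standard error 0.30, adjusted p = 0.657) and 0.07 at L4 (standard error 0.30, adjusted p = 0.936). Directions this close to 0 changed when single libraries were left out: lsy-6-3p was at -0.12 in embryos without zen17 embryo replicate 2, and miR-42-3p at L4 ranged from -0.16 without wild type L4 replicate 3 to 0.72 without replicate 2. In *hrpk-1(tm5522)* L4 larvae, lsy-6-3p was at 8.07 ± 0.297 ppm (SD, n = 2) against 19.3 ± 11.0 ppm in wild type (SD, n = 3), a log2 fold change of -1.18 (standard error 0.33, adjusted p = 0.0482). That call was lost without wild type L4 replicate 1 (adjusted p = 0.0651) or replicate 3 (0.0886), and passed in 5 of 10 alternatives. Against *hrpk-1(zen17)* the decrease of lsy-6-3p was -1.25 (adjusted p = 0.00526), past the threshold in all 10 alternatives that give a p. miR-42-3p in *hrpk-1(tm5522)* changed by -0.59 against wild type (standard error 0.51, adjusted p = 0.422) and by 0.01 without wild type L4 replicate 2. Against *hrpk-1(zen17)* it was lower by -0.75 (standard error 0.27, adjusted p = 0.0478), which passed in 1 of 10 alternatives. Its star strand miR-42-5p rose by 2.22 against wild type (standard error 0.43, adjusted p = 0.0210), with 26 and 32 counts in the *hrpk-1(tm5522)* libraries and 7, 8 and 9 in wild type. That call passed in 8 of 9 alternatives and was lost without wild type L4 replicate 1 (0.0660).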

Mature miRISC formation involves Argonaute association with GW182 homologs [4]. To assess whether HRPK-1 may be needed for miRISC assembly, we tested the ability of ALG-1 to co-precipitate with its miRISC co-factor and GW182 homolog AIN-1 in *hrpk-1(zen17)*. We found that AIN-1 co-precipitates with ALG-1 in *hrpk-1* mutant animals at levels similar to those observed in wild type (Fig 7H). We did not test for ALG-2 and AIN-2 containing miRISC formation and therefore cannot rule out the possibility that HRPK-1 may be necessary for formation of miRISCs that include ALG-2 and/or AIN-2 proteins. However, we can conclude that HRPK-1 is not required for ALG-1/AIN-1 interaction as observed by our ALG-1 immunoprecipitation experiments (Fig 7H).

## Discussion

### HRPK-1 physically and functionally interacts with miRNA pathways

In this manuscript we report characterizations of *hrpk-1*, which encodes an RNA binding protein HRPK-1. HRPK-1 was originally identified by MudPIT proteomics in ALG-1 co-precipitates [14], (Fig 1D). Here, we confirm that HRPK-1 co-precipitates ALG-1 in a reciprocal experiment and show that the interaction between HRPK-1 and ALG-1 may be partially RNA-dependent (Fig 1E). The relatively small amount of ALG-1 (~2–3%) co-precipitating with HRPK-1 (Fig 1E) could reflect instability of complexes in our assay or be due to the many dynamic binding partners of both ALG-1 and HRPK-1. It is important to point out that in addition to HRPK-1 homology with human hnRNP K, the interaction between Argonaute and HRPK-1 also appears to be conserved as hnRNP K has previously been co-purified with three of four human AGO proteins [40].

In addition to confirming the conserved physical interaction between HRPK-1 and ALG-1, we report that *hrpk-1* is required for efficient activity of several miRNAs and miRNA families: *lsy-6*, *let-7-family*, and *mir-35-family*. In addition to enhancing the cell fate defects observed in *lsy-6(ot150)* animals, HRPK-1 promoted lsy-6 mediated repression of the lsy-6 target gene, *cog-1* (Fig 4C and 4D). Loss of *hrpk-1* did not cause a heterochronic phenotype normally observed in *let-7* family mutants (Fig 3), although the antimorphic *hprk-1(tm5522)* allele did produce a mild alae defect (Fig 2G) and an increased seam cell number (Fig 3B). Together, these data suggest that HRPK-1 is not an essential miRNA co-factor, but rather positively modulates *lsy-6* and *let-7* family miRNA activity. The synergistic genetic interaction between *hrpk-1* mutations and *mir-35-41(nDf50)* is also consistent with a hypothesized role for *hrpk-1* as a positive co-factor of miR-42 activity. Overall, we show that HRPK-1 physically interacts ALG-1, a major component of miRNA loading complex (miRLC) and miRISC, and functionally interacts with several miRNAs in a number of developmental processes.

### *hrpk-1* subcellular localization

The ubiquitous expression of *hrpk-1* is consistent with its pleotropic effects on *C*. *elegans* development. We observed a strong nuclear expression of endogenous *hrpk-1* (Fig 6) and both nuclear and cytoplasmic HRPK-1::GFP localization in the germline, oocytes, and early embryos. This is not surprising as HRPK-1 does contain a predicted nuclear localization signal and a predicted nuclear export signal (Fig 1B). Despite our inability to definitively detect HRPK-1::GFP in the cytoplasm of somatic tissues, a recent report mapping the subcellular-specific proteomes in a number of *C*. *elegans* tissues places HRPK-1 in the hypodermal cytoplasm using a proximity ligation dependent assay [39]. This assay may be able to capture transient protein shuttling and likely has a higher sensitivity than our fluorescent reporter observations. We reason that the observed steady-state nuclear HRPK-1::GFP localization does not mean there is no function for HRPK-1 in the cytoplasm. In fact, given the biochemical interaction between ALG-1 and HRPK-1, we hypothesize that cytoplasmic HRPK-1 activity may in fact be required for its functional interaction with the miRNA pathways. It remains to be seen whether nuclear HRPK-1 localization or movement between the nucleus and the cytoplasm plays a role in miRNA-dependent gene regulation.

### HRPK-1 role in miRNA gene regulatory activity

Several molecular models can explain the functional and physical interactions observed between HRPK-1 and miRNA machinery, with modulation of miRNA activity by HRPK-1 occurring at the level of miRLC or miRISC. 

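Among strands that passed the threshold, 15 were lower in *hrpk-1(zen17)* embryos and 28 in *hrpk-1(tm5522)* L4 larvae. In embryos, only the decrease of miR-70-3p also passed with total miRNA counts as the scale, although all 15 stayed lower. Without wild type embryo replicate 1 or 2, or zen17 embryo replicate 1 or 3, there were 4, 5, 3 and 4 decreases. For *hrpk-1(tm5522)* there were 17, 57 and 13 without wild type L4 replicate 1, 2 and 3. In *hrpk-1(zen17)* L4 larvae 0 strands were lower past the threshold, and 13 were lower at an unadjusted p under 0.05. With wild type L4 replicate 2 left out, 10 were called lower.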

Careful analysis of miRNA abundances at specific stages of *C*. *elegans* development revealed that loss of wild type HRPK-1 activity resulted in a decrease of mature miRNA levels for some miRNAs. 

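The 26 strands called lower in *hrpk-1(tm5522)* L4 larvae and tested in both alleles had a median absolute log2 fold change of 2.15, against 0.28 for the same strands in *hrpk-1(zen17)*. They were chosen by passing in *hrpk-1(tm5522)*, so part of this gap comes from the choice. In the direct comparison of the alleles, 22 of the 26 differed. In *hrpk-1(zen17)*, 17 of the 26 were also lower than in wild type. Between the alleles, the largest decreases in *hrpk-1(tm5522)* among calls with a mean of at least 100 counts were those of miR-245-3p (-3.89, adjusted p = 4.34e-05), miR-76-3p (-2.61, adjusted p = 0.00018) and miR-49-3p (-2.57).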

Interestingly, the decrease in miRNA abundances were more significant in the *hrpk-1(tm5522)* mutants, correlating with the more severe phenotypes caused by this allele. For these miRNAs, such as miR-58, HRPK-1 may normally promote biogenesis (Fig 8A), with loss of HRPK-1 resulting in decreased processing and subsequent reduction in the levels of mature miRNAs. In this case, HRPK-1(tm5522) may prevent miRNA processing by trapping the necessary components in inactive complexes (Fig 8A), further reducing the levels of mature miRNAs.

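In embryos, miR-58-3p was at 35404 ± 16814 ppm in *hrpk-1(zen17)* and 47367 ± 38849 ppm in wild type (SD, n = 3 each), a log2 fold change of -0.65 (standard error 0.34, adjusted p = 0.230). Its star strand, miR-58-5p, changed by -0.75 in *hrpk-1(tm5522)* L4 larvae (standard error 0.29, adjusted p = 0.110), from 172 ± 64.0 ppm in wild type (SD, n = 3) to 100 ± 2.42 ppm (SD, n = 2). The ratio of the strands of miR-58 changed by -0.80 on the log2 scale (limma, adjusted p = 0.399). The paper proposes that HRPK-1 normally promotes the biogenesis of such miRNAs.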

**Fig 8:**
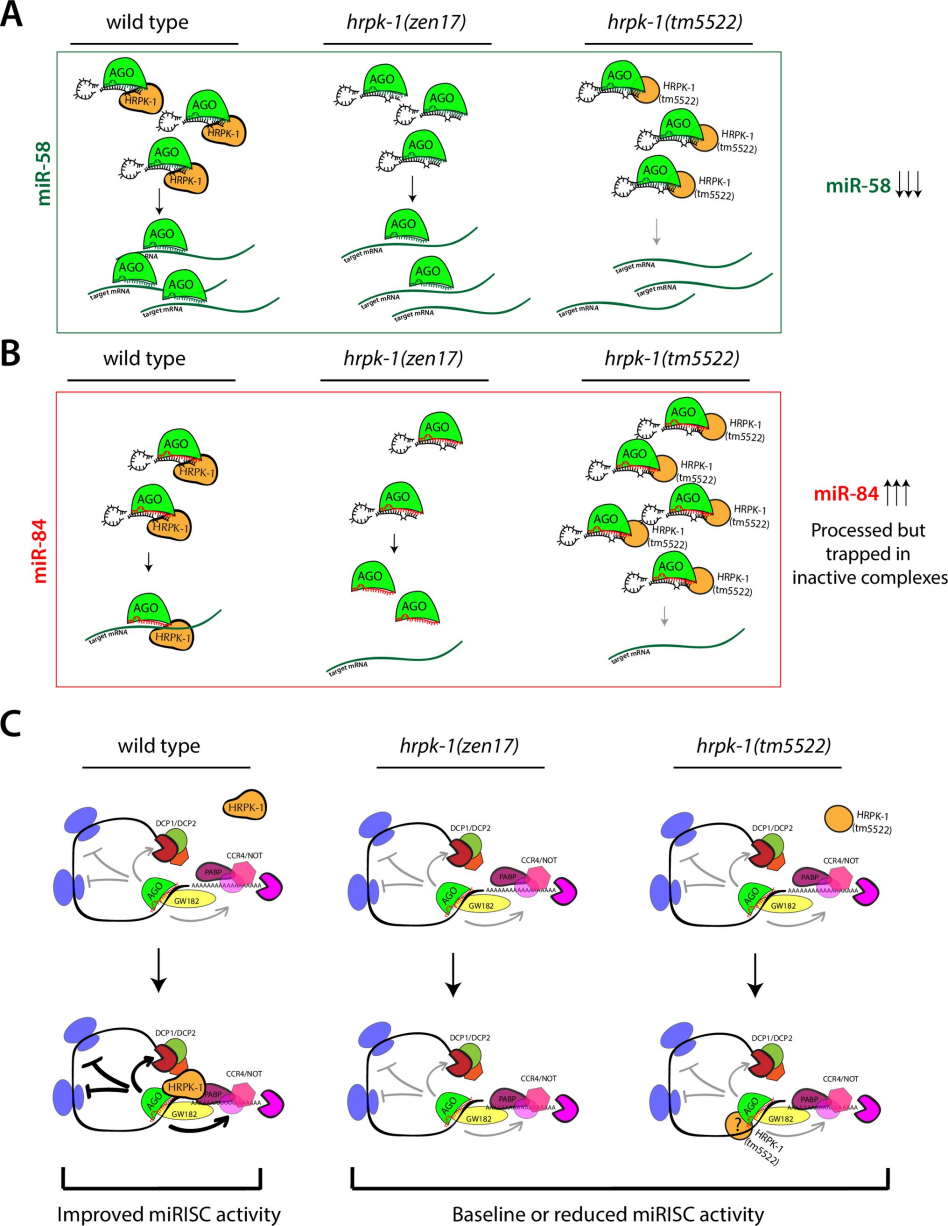
Models representing potential mechanisms through which HRPK-1 may affect miRNA activity. For miRNAs whose abundance is affected by *hrpk-1* mutations, HRPK-1 may cooperate with miRLC and participate in miRNA biogenesis by either enhancing (**A**) or restricting (**B**) specific miRNA processing. For other miRNAs, HRPK-1 may bind mRNAs near miRNA target sites and enhance miRISC::mRNA target interaction through miRISC binding (**C**). In this model, HRPK-1 may also increase miRISC activity through augmenting miRISC interaction with downstream effector complexes.

For other miRNAs, loss of wild type HRPK-1 activity resulted in an increased miRNA abundance, suggesting that HRPK-1 may normally inhibit their processing or reduce their stability (Fig 8B). 

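Increases past the threshold numbered 21 in *hrpk-1(zen17)* embryos and 24 in *hrpk-1(tm5522)* L4 larvae, and 0 in *hrpk-1(zen17)* L4 larvae, where 20 strands were higher at an unadjusted p under 0.05. Without wild type L4 replicate 2, 3 strands were called higher in *hrpk-1(zen17)* L4 larvae. Of the 21 increases in embryos, 13 also passed with total miRNA counts as the scale, which moves all embryo changes upward. In *hrpk-1(tm5522)* the increases numbered 8, 53 and 8 without wild type L4 replicate 1, 2 and 3, and in embryos 13 without wild type embryo replicate 1. miR-84-5p rose past the threshold at both stages, 3.40-fold in *hrpk-1(zen17)* embryos and 4.19-fold in *hrpk-1(tm5522)* L4 larvae.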

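The 23 strands called higher in *hrpk-1(tm5522)* L4 larvae and tested in both alleles had a median absolute log2 fold change of 1.35, against 0.49 in *hrpk-1(zen17)*, again after the choice in *hrpk-1(tm5522)*, and 22 of them were also higher in *hrpk-1(zen17)* than in wild type. In the direct comparison of the alleles, 15 of the 23 differed. Among calls with a mean of at least 100 counts, the largest increases over *hrpk-1(zen17)* were those of miR-70-3p, miR-1820-5p (1.70, standard error 0.28, adjusted p = 0.00165) and miR-229-5p (1.62, standard error 0.24, adjusted p = 0.000948).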

Here, the changes in miRNA levels were again more significant in the *hrpk-1(tm5522)* mutants than *hrpk-1(zen17)*, correlating with the more severe phenotypes caused by this allele. 

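To set guide strands beside their miR* strands, the log2 ratio of guide to star counts (with a pseudocount of 0.5) was compared between groups with limma for precursors with at least 10 counts on each strand. In *hrpk-1(zen17)* embryos, 0 of 63 ratios passed an adjusted p of 0.05 (9 at an unadjusted p under 0.05). Of 25 guide strands called there, 6 belonged to these 63 precursors. All 6 had a star strand that moved in the same direction. The star strands of miR-70 and miR-84 had too few counts in embryos to be included. Across the 63 precursors, the Spearman correlation of guide and star changes was 0.494 (permutation of the pairs, p = 4e-05, adjusted over 3 comparisons 0.00012). In *hrpk-1(zen17)* L4 larvae, 0 of 79 ratios passed (8 at an unadjusted p under 0.05), with a correlation of 0.409 (permutation p = 0.00013, adjusted 0.000195). In *hrpk-1(tm5522)* L4 larvae, 30 of 83 ratios passed, 18 higher and 12 lower, and the correlation was 0.156 (permutation p = 0.158). These correlations are across precursors, which are not independent replicates. Both strands of a precursor are read from the same libraries, so a difference between libraries unrelated to genotype would also correlate them. Permuting the pairs cannot exclude this, so the correlations do not show that the mutation moved both strands. Of 40 guide strands called in *hrpk-1(tm5522)*, 24 belonged to the 83 precursors. Of these 24, 13 had a star strand that moved in the same direction, and 2 star strands were themselves called. For miR-84 the ratio rose by 2.53 on the log2 scale (adjusted p = 0.00559), with the star strand miR-84-3p at a log2 fold change of -0.49. For let-7 it rose by 3.49 (adjusted p = 0.00321), with let-7-5p higher and let-7-3p lower. Both guides are 5p strands. Of the 30 calls, 23 were higher with a 5p guide or lower with a 3p guide, and 7 went the opposite way. A library preparation favouring 5p arms would give the pattern of the 23, so it stays open for let-7 and miR-84. let-7-3p fell from 16.0 ± 6.64 ppm in wild type (SD, n = 3) to 3.18 ± 0.330 ppm (SD, n = 2; log2 fold change -2.31, adjusted p = 0.0140). The star strand miR-70-5p went up with its guide, by 1.99 (standard error 0.68, adjusted p = 0.0801), and by 1.46 without wild type L4 replicate 2 (adjusted p = 0.00173). miR-86-3p had 3 and 2 counts in the *hrpk-1(tm5522)* libraries and 22, 24 and 19 in wild type, too few to give the size of the decrease (adjusted p = 0.0258), and its guide was lower too. The call was lost without wild type L4 replicate 1 (adjusted p = 0.0759) or replicate 3 (0.0731).

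**Figure D3:**
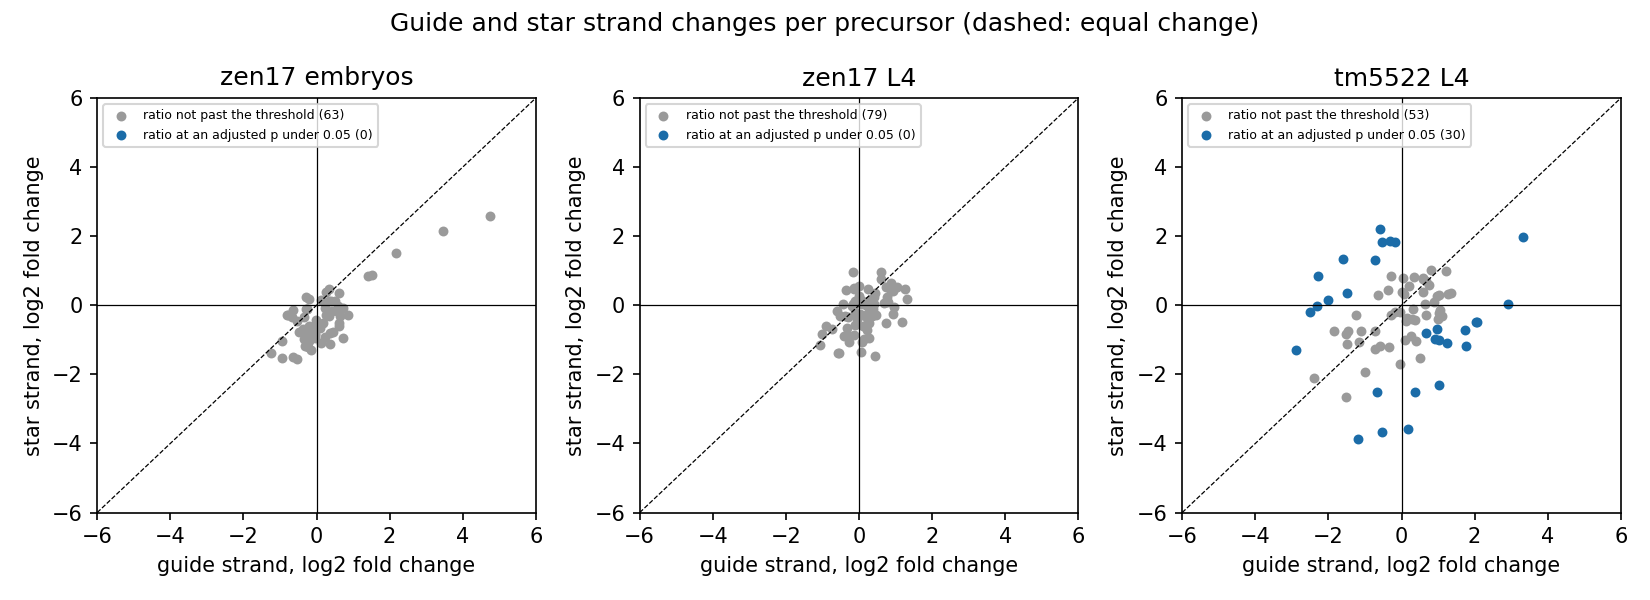
Log2 fold changes of the guide strand (x axis) and star strand (y axis) of each precursor in *hrpk-1(zen17)* embryos, *hrpk-1(zen17)* L4 larvae and *hrpk-1(tm5522)* L4 larvae against wild type; blue points are precursors whose guide to star ratio had an adjusted p under 0.05, and the dashed line marks equal change. Blue points number 0, 0 and 30.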

For miRNAs whose levels change in *hrpk-1* mutants, we did not observe a corresponding change in the levels of their associated miR* strands (S1 Table). While this observation may point to a potential role for HRPK-1 in miRNA stability rather than miRNA processing, miR* strands are known to degrade at a much faster rate than mature miRNAs. As our data captures only a static snapshot into miR and miR* abundances, we cannot at this point conclusively distinguish between the potential HRPK-1 roles in miRNA processing versus miRNA stability.

How might HRPK-1’s role as a positive regulator of miR-84 activity be reconciled with the apparent increase in miR-84 levels in *hrpk-1* mutant animals? It is possible that in addition to the HRPK-1’s function in miRNA processing or stability, it may act to promote the mature complex interaction with the target mRNAs (Fig 8B). Here, a complete loss of HRPK-1 may result in an overall increase of miR-84, but its absence may reduce or inhibit miR-84 activity, perhaps due to the reduced ability of miR-84 to find its targets (Fig 8B). While abnormal HRPK-1(tm5522) protein may fail to inhibit miR-84 processing, it may also trap miR-84 in ineffective complexes, preventing the mature miRNA both from finding its cognate targets and from being degraded (Fig 8B).

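Across all 13 alternatives in embryos, the adjusted p of miR-42-3p lay between 0.241 and 0.867 and that of lsy-6-3p between 0.499 and 0.883. lsy-6-3p had 180, 462 and 113 counts in the *hrpk-1(zen17)* embryo libraries and 105, 88 and 63 in wild type. A 2-fold change would mostly have gone undetected at this spread, and a 4-fold change would mostly have been found, judging by the shares recovered in simulated embryo libraries. The star strand miR-42-5p, with between 6 and 48 counts per embryo library, changed by 0.24 on the log2 scale (standard error 0.39, adjusted p = 0.712).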

Since we did not detect changes in miR-42 and lsy-6 levels at the embryonic stage, it is possible that HRPK-1 synergizes with these miRNAs at the level of miRISC (Fig 8C). Here, HRPK-1 may promote miRISC activity by enhancing the association between miRISC and target mRNAs or could stimulate the interaction between miRISC and downstream effector complexes (Fig 8C). These interactions could be negatively affected by the antimorphic form of HRPK-1 in *hrpk-1(tm5522)* animals. This model is supported by the observation that loss of HRPK-1 is not required for ALG-1/AIN-1 miRISC assembly, as *hrpk-1(zen17)* animals have an intact ALG-1/AIN-1 miRISC (Fig 7E). Future identification of HRPK-1 RNA binding sites and their proximity to miRNA target sites will help illuminate the model that best describes HRPK-1 activity and will help characterize the physical relationship between the two.

It should be noted that the proposed models are not mutually exclusive. Given the diversity of hnRNP and KH domain proteins’ functions, we must allow for the possibility that multiple, miRISC-dependent and independent HRPK-1 activities could synergize with the miRNA-mediated target regulation. For example, an HRPK-1 role in mRNA processing could increase miRNA site availability. Identifying the impacts of HRPK-1 loss on alternative splicing of mRNAs and the resulting changes in miRNA binding site availability can in the future shed light on the plausibility of this model. We look forward to further investigating the mechanisms through which HRPK-1 and miRNAs cooperate to facilitate gene repression.

Overall, our results demonstrate that HRPK-1, a KH domain RNA binding protein, physically and functionally interacts with miRNA-mediated gene repression. Other KH domain RNA binding proteins have been previously shown to biochemically and genetically interact with the miRNA machinery. These include the *C*. *elegans* translational repressor, a Quaking homolog, and a KH domain protein, GLD-1 [28], [41] and VGLN-1 [24]. Additional KH-domain proteins and other hnRNPs have been detected in large-scale mass spectrometry experiments [41], [14], [42]. The molecular mechanisms by which these RNA binding proteins synergize with miRNA pathways to regulate mRNA expression may be diverse and remain largely unknown. Further studies to understand the mechanism of functional interactions between RBPs, including HRPK-1, and miRNA-mediated gene repression will shed light on how these two classes of post-transcriptional gene regulators cooperate to control animal development.

## Materials and methods

### Strain maintenance, RNAi, and phenotypic assessments

*C*. *elegans* strains were grown in standard conditions on NGM plates using OP50 as a food source [43]. Strains were maintained at 20°C unless otherwise noted. RNAi gene knockdown was performed as previously described [44]. Briefly, PS3662 or OH7310 animals were placed on *hrpk-1* and control RNAi food and the F1 progeny were scored for the *cog-1*::*gfp* presence in vulval and uterine cells. *let-7(n2853)* animals were placed on *hrpk-1*, *dcr-1*, and control RNAi food as embryos, reared at 15°C, and scored for vulval rupture as day 1 adults.

For the *mir-48 mir-241(nDf51)* assay, young adults were scored for seam and hypodermal *col-19*::*gfp* expression, alae formation, and seam cell number. Seam cells numbers were obtained by counting the seam cells located between the pharynx and the anus of a given animal. Phenotypes were scored on either the Zeiss Axioplan 2 or the Leica DM6 upright microscopes equipped with DIC and epifluorescence. For *mir-35-41(nDf50)* assay, animals were scored for sterility, brood size and embryonic lethality. Animal sterility, embryonic lethality, and brood size were assessed by scoring entire broods of individual animals. Animals were considered sterile if they were unable to produce any progeny, dead or alive. Brood size refers to the total number of progeny produced, including dead embryos. Percent embryonic lethality was calculated as follows: # of dead embryos/total progeny (live progeny + dead embryos). Vulval bursting was visually assessed beginning at the Day 1 young adult stage and daily thereafter.

### CRISPR-based genome editing

*hrpk-1(zen15)* and *hrpk-1(zen-17)* deletion alleles were produced using CRISPR/Cas9 genome editing using *hrpk-1* site specific guides 1 and 9, corresponding to the 5’ and 3’ ends of the gene, respectively. The following *hrpk-1* guides were used to generate the deletions: *hrpk-1* guide 1, ACTGTCTGTTCCATTAATAG and *hrpk-1* guide 9, CAAGGCCGTGAACGATTCGG. *hrpk-1(zen17)* was outcrossed seven times and *hrpk-1(zen15)* was outcrossed twice. The entire *hrpk-1* locus was sequenced to confirm the nature of the deletion in each mutant.

Endogenously tagged *hrpk-1*::*gfp* strains were generated by inserting a worm codon-optimized GFP coding sequence and a self-excising cassette (SEC) into the C-terminus of endogenous *hrpk-1* locus just before the stop codon through CRISPR/Cas-9 triggered homologous recombination [45]. The SEC was then excised as described [45]. The donor sequence was generated by subcloning 596 bp upstream of the *hrpk-1* stop codon and 600 bp downstream of *hrpk-1* stop codon into the pDD282 vector [45] using Hi Fi assembly kit (NEB). The *hrpk-1* stop codon was eliminated from the donor sequence to allow in frame GFP tag addition. A PAM site mutation corresponding to guide 9 was included in the donor DNA sequence resulting in the sequence change of [CAAGGCCGTGAACGATTCGGTGG] change to [CAAGGCCGTGAACGATTCGGTCG] immediately upstream of the GFP tag sequence. Animal microinjections were performed as previously described [46]. Six independent *hrpk-1*::*gfp* lines were obtained and the resulting endogenously tagged *hrpk-1*::*gfp* loci was sequenced. Since all six lines looked superficially wild type and showed the same *hrpk-1*::*gfp* expression pattern, a single line was chosen for an in-depth analysis. The *hrpk-1*::*gfp(zen64)* strain was outcrossed twice and assessed for *hrpk-1* functional integrity. *hrpk-1*::*gfp* transgenic line had wild type fertility and embryonic viability (S4 Fig), confirming that the GFP-tagged HRPK-1 retained its wild type activity.

The following primers were used in generation of the *hrpk-1* donor sequence in order to place the GFP sequence at the C-terminus of *hrpk-1*: 5’ homology arm forward primer (5’-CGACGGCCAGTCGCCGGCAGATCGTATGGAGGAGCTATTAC-3’), 5’ homology arm reverse primer (5’-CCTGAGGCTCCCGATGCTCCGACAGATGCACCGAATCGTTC-3’), 3’ homology arm forward primer (5’-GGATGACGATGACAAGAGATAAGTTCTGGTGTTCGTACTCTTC-3’), and 3’ homology arm reverse primer (5’-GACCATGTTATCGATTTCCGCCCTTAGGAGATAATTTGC-3’).

### Extract preparation and immunoprecipitation (IP)

Worm extracts were prepared as previously described [47] with the following modifications. Mixed stage animals were homogenized using a Bullet blender (MIDSCI). Briefly, 300μL worm pellets were mixed with RNAse free Rhino beads (MIDSCI) and 300μL lysis buffer and homogenized at the highest setting for 4 minutes. Homogenate was then moved to a fresh tube and spun at 13,000xg for 20 minutes to clarify the extract. The extracts were then used for immunoprecipitation experiments or were flash frozen in liquid nitrogen and stored at -80°C.

ALG-1 immunoprecipitation and Western blotting were performed as previously described [48] using Protein A Dynabeads (ThermoFisher). HRPK-1 detection was done using a custom rabbit anti-HRPK-1 antibody (Pocono) generated against the C-terminal peptide of HRPK-1 (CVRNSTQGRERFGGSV) at the 1:1000 dilution. HRPK-1 immunoprecipitation was performed using the same method as ALG-1 immunoprecipitation [48], with the anti-HRPK-1 antibody covalently crosslinked to the Protein A Dynabeads (ThermoFisher) using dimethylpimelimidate1. Mouse anti-tubulin antibody (Sigma-Aldrich) was used to detect tubulin as a loading control.

### RNA preparation, Northern blotting, and small RNA sequencing

RNA from mixed stage and staged animals was prepared as previously described [47] with the following modifications. Animal pellets were resuspended in water up to 250μL final volume and mixed with 1ml of Trizol (Fisher Scientific) and RNAse free Rhino beads (MIDSCI) and homogenized using a Bullet blender (MIDSCI) at the highest setting for 4 minutes. Homogenate was then moved into a fresh tube, mixed with 212μL of chloroform, and spun down to separate the phases. All remaining steps of the RNA purification were performed as previously described [47]. Northern blotting was performed as described [49], using the following probe sequences: mir-84 (TCTACAATATTACATACTACCTCA), mir-58 (ATTGCCGTACTGAACGATCTCA), let-7 (AACTATACAACCTACTACCTCA), and U6 (TTGCGTGTCATCCTTGCGCAGG). Fluorescent signal intensity was measured using ImageJ.

For small RNA libraries preparation, small RNAs were first size selected by gel purification as described in [50]. The size selected RNA was used to construct small RNA libraries using the NEXTflex Small RNA Library Prep kit v3 (Bioo Scientific) and sequenced on the Illumina NextSeq instrument at the Kansas State University Genomic Core. Data analysis was performed as previously described [14]. The total mapped reads across replicates were as follows: N2 embryos, three replicates (total miR reads = 20,295,289), *hrpk-1(zen17)* embryos, three replicates (total miR reads = 27,354,097), N2 L4 larvae, three replicates (total reads = 49,715,720), *hrpk-1(zen17)* L4 larvae, three replicates (total reads = 48,321,775) and *hrpk-1(tm5522)*, two replicates (total reads = 24,710,895). 

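The deposited counts sum to 20530300 for wild type embryos, 27852201 for *hrpk-1(zen17)* embryos, 50306712 for wild type L4 larvae, 48801907 for *hrpk-1(zen17)* L4 larvae and 24961862 for *hrpk-1(tm5522)* L4 larvae. Star strands took between 0.14% and 0.579% of the counts of a library. The 5 most abundant miRNAs took between 49.4% and 79.9%, led by miR-35-3p in embryos (40.0% of counts in wild type embryo replicate 1).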

Differential expression analysis was subsequently performed using the DEseq package [51]. Sequence data files are available in the GEO database under the accession number GSE137831.

### Microscopy and statistics

Localization of the endogenously tagged HRPK-1::GFP transgene was imaged using Zeiss Axioplan 2 upright microscope equipped with a Zeiss Axiocam HR digital camera. Images were assembled using Photoshop. Contrast and brightness of images were not adjusted. F-test was used to analyze brood size, t-test was used to analyze embryonic lethality, and chi-square was used to analyze all other phenotypic data.

### Strains used in this study

The following strains were used in this study: N2 *(wild type)*, UY44 *(hrpk-1(zen15))*, UY38 *(hrpk-1(zen17))*, UY39 *(hrpk-1(zen17); maIs105[col-19*::*gfp]*, UY42 *(hrpk-1(tm5522))*, UY43 *(hrpk-1(tm5522); maIs105[col-19*::*gfp])*, OH3646 *(otls114[Plim-6*::*gfp + rol-6(su1006)]; lsy-6(ot150))*, UY46 *(hrpk-1(zen17) otIs114[Plim-6*::*gfp + rol-6(su1006)]; lsy-6(ot150))*, UY54 *(hrpk-1(zen17) otIs114[Plim-6*::*gfp + rol-6(su1006)])*, UY9 *(hrpk-1(tm5522) otIs114[Plim-6*::*gfp + rol-6(su1006)]; lsy-6 (ot150))*, UY18 *(hrpk-1(tm5522) otls114[Plim-6*::*gfp + rol-6(su1006)])*, PS3662 *(syIs63[cog-1*::*gfp + unc-119(+)])*, OH7310 *(otIs193 [cog-1p*::*lsy-6hp + rol-6(su1006)] syIS63[cog-1*::*gfp + unc-119(+)])*, MT14119 *(mir-35-41(nDf50))*, UY56 *(hrpk-1(zen17)/ht2gfp; mir-35-41(nDf50))*, UY55 *(hrpk-1(tm5522)/ht2gfp; mir-35-41(nDf50))*, VT1296 *(mir-241*,*mir-48(nDf51) maIs105[col19*::*GFP])*, UY67 *(hrpk-1(zen17); mir-241 mir-48(nDf51) maIs105[col19*::*gfp])*, UY68 *(hrpk-1(tm5522); mir-241 mir-48(nDf51) maIs105[col19*::*gfp])*, HML11 *(maIs105[col19*::*gfp] lin-2 (e1309) let-7 (n2853))*, UY157 *(hrpk-1(zen17); maIs105[col19*::*gfp] lin-2 (e1309) let-7 (n2853))*, VT3841 *(alg-1(tm492))*, UY66 *(hrpk-1*::*gfp(zen64))*, MT7626 *(let-7(n2853))*, and UY238 *(maIS105[col-19*::*gfp]; lin-2(e1309))*.

## Supporting information

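The table gives group means of each strand's share of a library's miRNA counts. For the 357 strands found in both, the 1785 group means computed from the deposited counts differed from the table's by at most 0.000478%, so the ppm were taken over the same totals as here.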

S1 Table miRNA abundances in hrpk-1 mutants compared to wild type. (XLSX) Click here for additional data file.

S2 Table DEseq analysis of miRNA abundances in hrpk-1(zen17) vs wild type embryos. (XLSX) Click here for additional data file.

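The table lists 288 strands with their log2 fold changes and adjusted p-values from DEseq. Here 36 strands passed the threshold in this comparison, and 33 of them are also among the 38 that pass in the paper's table. Across the 197 strands in both, the log2 fold changes had a Spearman correlation of 0.9995, with the opposite sign for 1 strand.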

S3 Table DEseq analysis of miRNA abundances in hrpk-1(zen17) vs wild type L4 larvae. (XLSX) Click here for additional data file.

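Of the 321 strands listed, the paper's table has 0 with an adjusted p under 0.05, and 0 passed here (33 at an unadjusted p under 0.05). Log2 fold changes had opposite signs for 17 of the 226 strands in both.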

S4 Table DEseq analysis of miRNA abundances in hrpk-1(tm5522) vs wild type L4 larvae. (XLSX) Click here for additional data file.

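The paper's table lists 320 strands, 79 of them with an adjusted p under 0.05. Of the 52 strands that passed here, 50 are among those 79. The log2 fold changes had opposite signs for 3 of the 229 strands in both, and 4 of the 79 had too few counts to be tested here.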

S1 Fig hrpk-1(zen17) and hrpk-1(zen15) show similar phenotypes. *hrkp-1(zen15)* and *hrpk-1(zen17)* produce similar levels of sterility (**A**), embryonic lethality (**B**), and brood size (**C**). An increase in embryonic lethality in *hrpk-1(zen15)* mutant animals (**D**) is most likely due the difference in the number of outcrosses between the strains, with *hrpk-1(zen17)* being outcrossed seven times, while *hrpk-1(zen15)* was outcrossed only twice. ***p≤0.*001*.
(TIF) Click here for additional data file.

S2 Fig ALG-1 immunoprecipitation does not co-precipitate abundant hnRNP protein and hnRNPA1 homolog, HRP-1. (TIF) Click here for additional data file.

S3 Fig hrpk-1(tm5522) is weakly semi-dominant and hrpk-1 is required maternally. Genetic analyses of *hrpk-1(zen17)* and *hrpk-1(tm5522)* alleles reveal that *hrpk-1* activity has a maternal component for some developmental processes such as fertility (**A**), brood size (**B**), and embryonic viability (**C**), but not for vulval integrity in day 3 or older adults (**D**). *hrpk-1(tm5522)* appears to be weakly semi-dominant as evidenced by the presence of defects observed in *hrpk-1(tm5522)/+* and *hrpk-1(tm5522)/hrpk-1(zen17)* animals (**A-D**). Genotype of the score animals is shown. m- indicates that scored animals came from homozygous mutant mothers, m+ indicates that scored animals were progeny of wild type mothers. *hrpk-1(tm5522)m/hrpk-1(zen17)p* animals came from a cross between *hrpk-1(tm5522)* mothers and *hrpk-1(zen17)* fathers. *hrpk-1(tm5522)p/hrpk-1(zen17)m* animals came from *hrpk-1(zen17)* mothers and *hrpk-1(tm5522)* fathers.
(TIF) Click here for additional data file.

S4 Fig GFP-tagged endogenous HRPK-1 retains its activity. C-terminal HRPK-1 GFP tag does not affect animal fertility (**A**) or embryonic viability (**B**).
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

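The data are small RNA sequencing libraries from *C. elegans* grown at 20 °C: 3 of wild type embryos, 3 of *hrpk-1(zen17)* embryos, 3 of wild type L4 larvae, 3 of *hrpk-1(zen17)* L4 larvae and 2 of *hrpk-1(tm5522)* L4 larvae. The authors size selected the RNA on gels, built libraries with a NEXTflex kit, sequenced them on an Illumina NextSeq and deposited raw read counts per mature miRNA strand, with guide and star strands marked. The paper refers to earlier work for the processing of the reads, so the aligner, the miRNA annotation and the treatment of reads that fit several miRNAs are taken as the authors left them. The count table holds 371 strands, of which 30 have 0 counts in every library. Each of the 14 columns was mapped to a sample by its label.

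Everything else was computed from those counts. Abundance in ppm is a strand's count divided by its library's total in the table. Groups were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, prior count 2 for log2 CPM), on the libraries of the compared groups only, with Benjamini-Hochberg adjustment and a threshold of 0.05. Tested strands had at least 10 counts in at least as many libraries as the smaller group. The standard error of a log2 fold change was derived from the test statistic. Comparisons were each mutant against wild type of the same stage, *hrpk-1(tm5522)* against *hrpk-1(zen17)*, wild type L4 larvae against embryos, and the difference of the *hrpk-1(zen17)* change between stages (strands with at least 10 counts in at least 3 libraries). Guide to star ratios were tested with limma 3.58.1 on log2 ratios with a pseudocount of 0.5. The let-7 and mir-35 families were tested with limma's fry and camera on log2 CPM, and their medians are of differences in mean log2 CPM, which can differ from edgeR's log2 fold changes. Correlations between comparisons that share libraries were set beside 100 simulations of unchanged libraries, drawn around the observed means of the shared group. This leaves out the error of the shared group. Where that group enters both changes with the same sign, its error raises the correlation, which these simulations do not cover. Exact permutation tests are two-sided, and 3 libraries against 3 or 2 allow no p under 0.1.

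The tests were first tested on simulated data: in each of 20 sets of counts drawn with the means, library sizes and spread of the real libraries, 40 strands were changed. Each strand was drawn independently around 1 mean common to all libraries. Differences in composition between libraries were therefore not simulated, and the rates may not hold where these occur. Of 4-fold changes, 97.8% were recovered in embryos, 95.8% in *hrpk-1(zen17)* L4 larvae and 81.0% in *hrpk-1(tm5522)* L4 larvae, and 4.71%, 4.60% and 5.22% of calls were false. With 2-fold changes, 6.98%, 4.13% and 5.41% of calls were false. With no change simulated, there were 0.15, 0.15 and 0.05 false calls per set.

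miRNAs named in the text are those the paper names from these data, the 3 that rose and the 3 that fell most per comparison among calls with a mean of at least 100 counts and no overlap between groups, and those that differ between stages. miRNAs labelled in Fig 7A to 7C are given as counts. Apart from the naming of miRNAs that differ between stages, this rule, the tests and the alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, RLE size factors, total miRNA counts as the scale, other filters on low counts, a fit over all 14 libraries, the replicate number as a block, each library left out in turn, and a pseudocount of 5. A table total of 1919348 counts in wild type embryo replicate 3 puts the limit that a count of 0 allows (3 counts) at 1.56 ppm; in the other libraries it lies between 0.152 and 0.430 ppm. These limits cover counting error only, since PCR copies are not independent molecules. Gene positions come from Ensembl release 115 on WBcel235; the count table holds no coordinates, and positions were given for the miRNA genes found there by name. Figures were drawn with matplotlib 3.10.9. Northern and Western blots were not analysed here.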

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

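The comparisons and alternatives listed with the processing were set before the data were examined. The tests that divide libraries in other ways were set before their results were seen. All other tests of an explanation here were chosen only after the result was seen.

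In a test of the difference itself, the *hrpk-1(zen17)* change was not the same in L4 larvae and embryos for 12 of 250 miRNA strands (43 at an unadjusted p under 0.05). The difference (L4 minus embryo, log2) was -8.12 for miR-239b-5p, -5.79 for miR-784-5p, -4.95 for miR-239a-5p, -3.77 for miR-230-3p, -3.64 for miR-2208b-3p, -3.37 for miR-5592-3p, -3.10 for miR-239a-3p, -2.58 for lin-4-5p, -2.24 for miR-238-3p and -2.23 for miR-34-5p, so that these 10 went up more in embryos than at L4. It was 3.12 for miR-74-5p and 3.73 for miR-70-3p. Wild type embryos were at or under 3 counts for miR-239b-5p, miR-784-5p, miR-2208b-3p and miR-5592-3p, as were wild type L4 larvae for miR-74-5p, so these fitted values depend on the prior count. Of 100 divisions of the libraries within each stage, drawn from 200, 7 gave as many calls, the real division included; the highest gave 20 and the median of the others was 0. A breakdown made afterwards showed that the other 6 all keep the real grouping of the embryos, as 7 of the drawn divisions do apart from the real one. They still carry the *hrpk-1(zen17)* change in embryos, so they are not divisions without a change. The 86 divisions that keep the real grouping at neither stage gave at most 2 calls, and the 6 that keep it at L4 alone gave 0. With a share of 7 in 100, the division test does not exclude that the count depends on how L4 libraries are grouped, and it does not show that it does. Total miRNA counts as the scale move all differences downward (median -0.54, against -0.19 with TMM), so they test only the 2 positive ones, of which miR-70-3p was kept. For the 10 negative ones, every library's TMM factor was moved the opposite way by as much (median 0.18), and 7 were kept, all but miR-784-5p, miR-238-3p and miR-34-5p. Together 8 of 12 were kept, which argues against scaling as the source of these 8 and leaves it open for the other 4. Among the 8 the case is weaker for miR-5592-3p. It was not called with RLE size factors and passed the threshold in 10 of 18 alternatives. Without wild type L4 replicate 2, 10 were kept as well, all but miR-784-5p and miR-74-5p. A difference in the action of HRPK-1 between embryos and larvae was not tested and remains open.

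miR-239b-5p had 0 counts in all 3 wild type embryo libraries and 32, 110 and 19 in the *hrpk-1(zen17)* embryo libraries, 5.41 ± 4.33 ppm (SD, n = 3), at least 7.29-fold higher. The paper's table for embryos does not list it. Lower depth cannot produce the difference: at the lowest *hrpk-1(zen17)* embryo level the wild type embryo libraries would hold 55.9 counts in all. Reads of miR-239a-5p counted for miR-239b-5p at a fixed share are argued against by the lowest *hrpk-1(zen17)* embryo value of 20.7 counts per 100 of miR-239a-5p, above the highest in wild type L4 larvae, 13.6. L4 larvae among the embryos are argued against by the lowest *hrpk-1(zen17)* embryo level, 2.72 ppm, which is above every wild type L4 library. The mir-239a and mir-239b genes lie close together on chromosome X, from 11792445 and from 11791302. Larvae younger than L4 among the embryos were not tested. A biological increase of both miRNAs in *hrpk-1(zen17)* embryos is a possibility that remains, as a hypothesis found and tested on the same libraries.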

How the results depend on the processing

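Counts of calls depended on the processing more than directions did. In *hrpk-1(zen17)* embryos (36 calls), total miRNA counts as the scale gave 17 calls, 16 of them higher (94.1%, against 58.3%), and shifted the median of all log2 fold changes from -0.08 to 0.31; requiring 10 counts in every library gave 22, since fewer strands were tested. For *hrpk-1(zen17)* L4 larvae (0 calls), total counts gave 3. For *hrpk-1(tm5522)* L4 larvae (52), DESeq2 gave 79 and a fit over all 14 libraries 81, while that fit gave 39 for *hrpk-1(tm5522)* against *hrpk-1(zen17)* (88). In a fit over all 14 libraries 86.7% of embryo calls were higher. Requiring 10 counts in every library gave 101 for wild type L4 larvae against embryos (166) and 4 for the difference between stages (12). Apart from fewer strands tested, the cause was not tested.

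With a library left out, calls ranged from 17 (without wild type embryo replicate 1, or zen17 embryo replicate 1) to 43 in *hrpk-1(zen17)* embryos, with 19 without wild type embryo replicate 2 and 21 without zen17 embryo replicate 3. They ranged from 0 to 13 in *hrpk-1(zen17)* L4 larvae (13 without wild type L4 replicate 2) and from 21 (without wild type L4 replicate 3) to 110 (without replicate 2) in *hrpk-1(tm5522)*, where leaving out replicate 1 gave 25. Leaving out a *hrpk-1(tm5522)* library leaves 1 library and gives no calls. The ranges were 60 to 111 between the alleles, 154 to 182 between stages, 9 to 15 for the difference between stages and 26 to 38 for the ratios in *hrpk-1(tm5522)*.

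Strands at least 2-fold changed, restricted to a mean of 100 counts, numbered 16, 10 and 59 in the 3 comparisons with wild type (39, 25 and 97 without the restriction, because fewer strands were counted). With a library left out, *hrpk-1(zen17)* L4 larvae gave 14 (without wild type L4 replicate 2) to 41 (without replicate 1). The correlation of guide and star changes at 100 counts was 0.187 in *hrpk-1(zen17)* L4 larvae and -0.0766 in *hrpk-1(tm5522)*. The correlation of the *hrpk-1(zen17)* L4 change with the developmental change, 0.305, ranged from 0.126 (without wild type L4 replicate 2) to 0.348.

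Deviations of libraries with the same replicate number gave no steady sign of pairing. They correlated from -0.154 to -0.031 in the embryo comparison, -0.412 to -0.165 in *hrpk-1(zen17)* L4 larvae, 0.0196 to 0.268 in *hrpk-1(tm5522)* (other pairs -0.0718), -0.394 to -0.276 between the alleles and -0.214 to 0.0975 between stages. With the replicate number as a block, calls were 30 in embryos, 0 in *hrpk-1(zen17)* L4 larvae, 51 in *hrpk-1(tm5522)*, 53 between the alleles, 167 between stages and 9 for the difference; ratio calls were 1, 0 and 27. let-7-5p in *hrpk-1(tm5522)* passed with the block (adjusted p 0.00671, from 0.191).

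Some directions changed. Family values are medians of limma differences in mean log2 CPM. In the let-7 family in embryos (-0.10), total counts gave 0.32, and leaving out a library gave from -0.28 to 0.14 (0.08 without wild type embryo replicate 1, 0.14 without zen17 embryo replicate 1). In *hrpk-1(zen17)* L4 larvae (0.47) the range was -0.11 (without wild type L4 replicate 2) to 0.59, and for the mir-35 family (-0.08) -0.44 to 0.10 (without wild type L4 replicate 3). In embryos, total counts gave 0.19 for miR-42-3p and 0.34 for miR-58-5p, the fit over 14 libraries 0.00362 for miR-58-5p, and lsy-6-3p went from -0.12 without zen17 embryo replicate 2 to 0.40 without replicate 3. In *hrpk-1(zen17)* L4 larvae, let-7-5p was at -0.18 and miR-70-5p at -0.0897 without wild type L4 replicate 2, and at 0.51 and 0.85 without replicate 3. miR-42-3p was at -0.11 with total counts, -0.09 and -0.16 without wild type L4 replicates 1 and 3, and -0.08 without zen17 L4 replicate 1, with 0.72 without wild type L4 replicate 2. miR-58-3p was at 0.033 with total counts, 0.19 with the replicate block, 0.59 without wild type L4 replicate 3 (-0.55 without replicate 2) and 0.12 without zen17 L4 replicate 2. lsy-6-3p was at -0.0263 with DESeq2, -0.0415 with RLE size factors, -0.13 with total counts, -0.0356 with 10 counts in every library and -0.00226 over 14 libraries. It was at -0.07 and -0.13 without wild type L4 replicates 1 and 3, at -0.10 and -0.13 without zen17 L4 replicates 1 and 3, and at 0.24 without wild type L4 replicate 2. miR-42-3p in *hrpk-1(tm5522)* went from -0.81 without wild type L4 replicate 3 to 0.0117 without replicate 2. Ratios that changed direction were miR-58 in embryos (0.024 without wild type embryo replicate 3, from -0.86 without replicate 1), miR-84 in *hrpk-1(zen17)* L4 larvae (-0.0599 without wild type L4 replicate 1, -0.0228 without zen17 L4 replicate 3, and up to 0.24 without wild type L4 replicate 2), miR-86 there (-0.14 with a pseudocount of 5, -0.11 and -0.0901 without wild type and zen17 L4 replicate 3, and up to 0.57 without wild type L4 replicate 2) and miR-86 in *hrpk-1(tm5522)* (-0.00978 with a pseudocount of 5). The cause was not tested.

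Of the 975 named log2 fold changes recomputed, 844 kept their direction and their side of the threshold; 78 became weaker, 22 stronger, 7 moved and 24 changed direction. Wild type embryo replicate 3 was the shallowest library, with 1919348 counts, and leaving it out moved the embryo calls from 36 to 43. Whether depth limits the embryo results more than the spread between libraries was not tested.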

Differences from the paper's values

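Of 59 values compared with the paper's, 2 differed. In *hrpk-1(tm5522)* L4 larvae, 52 strands passed the threshold here against 79 in the paper's supplementary table. Of the alternatives set before the data were examined, DESeq2 gave 79, RLE size factors 57, all strands with at least 1 count 56, a fit over all 14 libraries 81 and the fit without wild type L4 replicate 2 110, each within 1.5 times the paper's count; the other 5 did not reach it. The log2 fold change of lsy-6-3p in *hrpk-1(zen17)* L4 larvae was 0.0673 (standard error 0.30) here and -0.0263 in the paper's table (standard error 0.35), opposite in sign, with a gap smaller than either error. DESeq2, RLE size factors, total miRNA counts, 10 counts in every library, the fit over all 14 libraries and 4 of the fits that leave out a library gave the paper's sign, and the other 4 alternatives did not.

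The paper's text and Fig 7E give the increase of let-7 in *hrpk-1(tm5522)* L4 larvae as significant. Here its adjusted p was 0.191, and the paper's own supplementary table has 0.151; the fit with the replicate number as a block gave 0.00671. The paper gives miR-58 as significantly lower in *hrpk-1(tm5522)*. Its adjusted p here was 0.103, and it passed with DESeq2 (0.0107), total miRNA counts (0.00246), a fit over all 14 libraries (0.0194) and without wild type L4 replicate 2 (0.00325). For miR-86-5p in *hrpk-1(tm5522)*, the paper's table has an adjusted p of 0.00524 and the value here was 0.0532, with 0.00548 under DESeq2 and 8 of 10 alternatives past the threshold.

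The paper reports that lsy-6 levels were not significantly affected in *hrpk-1* mutants. In *hrpk-1(tm5522)* L4 larvae its log2 fold change was -1.18 (adjusted p = 0.0482), a call lost without wild type L4 replicate 1 (0.0651) or replicate 3 (0.0886), and the paper's table has an adjusted p of 0.0197.

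The paper reports increases and decreases in *hrpk-1(zen17)* L4 larvae. No strand passed the threshold there (33 at an unadjusted p under 0.05), and the paper's table has 0; without wild type L4 replicate 2 there were 13 calls, and with total miRNA counts 3. The paper states that star strands did not change along with their miRNAs. In *hrpk-1(zen17)* embryos, only 6 of 25 called guides were in precursors with at least 10 counts on each strand, and miR-70 and miR-84 were not among them. The star strands of these 6 moved in the same direction and 2 of them were called. The other called guides could not be compared this way. In *hrpk-1(tm5522)*, miR-70-5p rose by 1.99 (adjusted p = 0.0801 here, 0.0135 in the paper's table, 0.0143 with DESeq2) and miR-86-3p was lower, with 3 and 2 counts against 22, 24 and 19 in wild type (adjusted p = 0.0258; 0.0759 without wild type L4 replicate 1 and 0.0731 without replicate 3). Other *hrpk-1(tm5522)* values go with the paper's statement. Of 40 called guides, 24 were in precursors with at least 10 counts on each strand. For 13 of these 24 the star strand moved in the same direction. Among the star strands of the 24, 2 were called and 1 of the 2 went with its guide. In all, 30 of 83 ratios passed, and let-7-3p (-2.31) and miR-84-3p (-0.49) went against their guides.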

Other observations

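Here too, the comparisons and alternatives listed with the processing were set before the data were examined. The counts of other divisions of the libraries were set before their results were seen. All other tests of an explanation here were chosen only after the result was seen.

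Among the 10 divisions of the 6 libraries into groups of 3, the real one gave the most calls in *hrpk-1(zen17)* embryos (1 of 10 as large), between wild type L4 larvae and embryos (1 of 10) and, at an unadjusted p under 0.05, in *hrpk-1(zen17)* L4 larvae (1 of 10) and for their guide to star ratios (1 of 10). For the ratios in embryos 2 of 10 were as large. With 10 divisions the share is never under 0.1, so chance cannot be excluded this way.

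Of the 21 strands higher in *hrpk-1(zen17)* embryos, 15 are higher at L4 than in embryos in wild type and 2 are lower. L4 larvae in the embryo samples would need a median share of 14.5% L4 material for these 15 (lowest 0.471%), but let-7, miR-48 and miR-241, abundant at L4, allow at most 0.286% in any library. Total miRNA counts as the scale move all embryo changes upward (median log2 fold change 0.31, against -0.08 with TMM), so they test the decreases and not the increases. Of the 15 strands that were lower, 1 was kept, miR-70-3p, so the other decreases may come from the scaling. For the increases, every library's TMM factor was moved the opposite way by as much (median -0.57). All 21 stayed higher and 11 were still called, which argues against scaling as the source of those 11. It stays open for the other 10. An advance in development is a candidate explanation for part of the increases: across 198 strands, the embryo change correlated with the L4 against embryo change measured in *hrpk-1(zen17)* alone (Spearman rho 0.251), above the highest of 100 simulations of unchanged embryos (0.102). With the developmental change in wild type, the correlation was 0.459 across 196 strands (simulated values from -0.142 to 0.191). Both changes there use the same wild type embryo libraries, whose error raises the correlation. The simulations were drawn around the observed means of those libraries and leave this out. They therefore cannot show how much of 0.459 comes from sharing them. An advance measured by the change from embryos to L4 does not cover miR-70, which fell in *hrpk-1(zen17)* embryos although it is 3.52 higher (log2) at L4 in wild type. Nor did all miRNAs that rise most by L4 go up in *hrpk-1(zen17)* embryos. The changes there were -0.58 for let-7-5p, -0.26 for miR-48-5p and 0.07 for miR-241-5p. These are 10.04, 9.09 and 9.95 higher at L4 in wild type, while lin-4-5p, 9.85 higher at L4, rose by 2.28. The change to L4 does not show when a miRNA rises, and the paper places the up-regulation of mir-48, mir-241 and mir-84 in late L1. The values of miR-48-5p and miR-241-5p therefore do not argue against an advance within the embryo. Larvae younger than L4 in the embryo samples were not tested. The difference in genotype itself stays open.

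At L4, the change against wild type correlated with the developmental change at 0.305 in *hrpk-1(zen17)* (simulated values up to 0.119) and 0.219 in *hrpk-1(tm5522)* (up to 0.137); the first was 0.126 without wild type L4 replicate 2. That library stands apart from the other wild type L4 libraries, with let-7-5p 1.91 below them on the log2 scale and miR-70-3p 2.81 below. It may explain why *hrpk-1(zen17)* L4 larvae gave no calls (33 strands at an unadjusted p under 0.05), since leaving it out gave 13 and leaving out any other library 0. Embryos in the sample are argued against: its miR-42 would need 10.3% embryo material, and miR-35, miR-37 and miR-39 allow at most 0.186%. Younger larvae are a candidate explanation, since its difference from replicates 1 and 3 correlated at -0.506 with the developmental change in *hrpk-1(zen17)* across 149 strands. The differences of replicates 1 and 3 from the others, which contain replicate 2, correlated at 0.506 and 0.399. lin-4-5p, which is 9.85 higher at L4, was only 0.06 below the others. A change from embryos to L4 does not show when in larval development a miRNA rises. The value of lin-4-5p therefore does not decide for or against younger larvae.

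More strands passed in *hrpk-1(tm5522)* than in *hrpk-1(zen17)* L4 larvae. The spread of the wild type libraries alone cannot produce this, since the alleles differed in 88 strands when compared without wild type. The labels name no preparation batch, so a difference between the times at which libraries were made was not tested.

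The changed guide to star ratios in *hrpk-1(tm5522)* L4 larvae divide by arm. Among the 30 calls, 23 were higher with a 5p guide or lower with a 3p guide (Fisher's exact test, p = 0.0024), the pattern that a library preparation favouring 5p arms in these libraries would give, so that may account for part of them. The other 7 calls went the opposite way and argue against it as the whole cause. Whether such a preference also moved the log2 fold changes of single 5p and 3p strands was not tested. The medians of all 32 ratios with a 5p guide and 51 with a 3p guide were 0.88 and 0.14 (permutation p = 0.0509), which leaves the difference between arms uncertain. This test replaced a first version, run on the same values, which asked only whether higher ratios occurred with guides of both arms and ignored the decreases.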
